# A SAM oligomerization domain shapes the genomic binding landscape of the LEAFY transcription factor

**DOI:** 10.1038/ncomms11222

**Published:** 2016-04-21

**Authors:** Camille Sayou, Max H. Nanao, Marc Jamin, David Posé, Emmanuel Thévenon, Laura Grégoire, Gabrielle Tichtinsky, Grégoire Denay, Felix Ott, Marta Peirats Llobet, Markus Schmid, Renaud Dumas, François Parcy

## Abstract

Deciphering the mechanisms directing transcription factors (TFs) to specific genome regions is essential to understand and predict transcriptional regulation. TFs recognize short DNA motifs primarily through their DNA-binding domain. Some TFs also possess an oligomerization domain suspected to potentiate DNA binding but for which the genome-wide influence remains poorly understood. Here we focus on the LEAFY transcription factor, a master regulator of flower development in angiosperms. We have determined the crystal structure of its conserved amino-terminal domain, revealing an unanticipated Sterile Alpha Motif oligomerization domain. We show that this domain is essential to LEAFY floral function. Moreover, combined biochemical and genome-wide assays suggest that oligomerization is required for LEAFY to access regions with low-affinity binding sites or closed chromatin. This finding shows that domains that do not directly contact DNA can nevertheless have a profound impact on the DNA binding landscape of a TF.

## Abstract (web summary)

The LEAFY transcription factor is a master regulator of flower development in plants. Here the authors describe the structure of a LEAFY oligomerization domain and show that mutations that disrupt oligomerization alter its capacity to bind low affinity and poorly accessible target sites.

Transcription factors (TFs) play key roles during development and differentiation^1^. By binding to short stretches of DNA called *cis*-elements or TF binding sites (TFBS) and thereby regulating gene expression, they are able to decode the regulatory information present in genomes^2^. Based on structural studies and genome-wide analyses, the rules governing TF DNA interactions are becoming clearer and DNA-binding models with increased prediction power are available^3^,^4^. TF DNA-binding specificity is primarily determined by their DNA-binding domains (DBDs) through contact with bases and DNA shape readout^4^. DBD are often dimeric or sometimes tetrameric, thereby increasing the TFBS length and the TF specificity^3^. In addition to their DBD, some TF also possess an oligomerization domain^5^. Such a feature is found in several types of factors such as members of the E26 transformation-specific or E-twenty-six (ETS) family^6^, auxin response factors^7^, some zinc-finger TFs^8^ or the PRH/Hex^9^ TF. How such domains modify the repertoire of TF target regions at the genome-wide scale is largely unknown.

Here we focus on LEAFY (LFY), a plant-specific TF essential for flower development^10^. LFY is one of the few master regulators of flower development, as it integrates environmental and endogenous signals to orchestrate the whole floral network^11^,^12^,^13^,^14^. It first triggers the early emergence of a bulge of stem cells on the flanks of the shoot apex^15^,^16^ and subsequently specifies their floral identity by directly inducing floral homeotic genes such as *APETALA1* (*AP1*), *APETALA3* (*AP3*) or *AGAMOUS* (*AG*) and by repressing the shoot meristem identity gene *TERMINAL FLOWER1* (*TFL1*)^10^,^11^. Comprehensive lists of genes bound and possibly regulated by LFY have been established by combining genome-wide chromatin immunoprecipitation (ChIP) experiments and transcriptomic approaches^17^,^18^.

The function of LFY as a master regulator of floral development is most obvious when expressed from a constitutive promoter: it is sufficient to trigger early flowering and ectopic flower production^19^. Together with co-regulators such as the homeodomain TF WUSCHEL or the F-Box protein UNUSUAL FLORAL ORGANS, it can even induce flowers from root or leaf tissue, respectively^20^,^21^. This acquisition of floral fate is remarkable, as several LFY targets including *AG* and *AP3* are known to be under the repression of two Polycomb repressive complexes (PRC1 and PRC2) (refs 22, 23), which ectopic LFY expression is apparently sufficient to override.

Structure–function studies have demonstrated that LFY binds semi-palindromic 19-bp DNA elements through its highly conserved C-terminal DBD, a unique helix-turn-helix fold that by itself dimerizes on DNA (Fig. 1a)^17^,^18^,^24^,^25^. A biophysical model describing LFY DNA-binding specificity *in vitro* was built and accurately predicts LFY-binding sites (LFYbs) in the *Arabidopsis thaliana* genome^17^,^26^. In addition to its well-characterized DBD, LFY possesses a second conserved domain at its amino terminus (LFY-N) (Fig. 1a). This domain has been proposed to mediate LFY dimerization by forming a leucine zipper^27^. Here we report the crystallographic structure of LFY-N and elucidate its function using a combination of biochemical and genomic approaches. Our results demonstrate that LFY-N is a Sterile Alpha Motif (SAM) domain that mediates LFY oligomerization. It allows LFY to bind to regions lacking high-affinity LFYbs and confers on LFY the ability to access closed chromatin regions.

## Results

### LFY N-terminal domain is a SAM

We used a structural approach to unravel the function of the N-terminal domain of LFY. After heterologously overexpressing LFY-N domains from different plant species, we were able to determine the crystal structure for GbLFY-N from the gymnosperm *Ginkgo biloba* at 2.3 Å resolution (Table 1 and Supplementary Fig. 1). This structure showed that the GbLFY-N monomer is made up of five α-helices separated by four loops (Fig. 1b). Comparison against the Protein Data Bank revealed a strong structural similarity with the SAM, also called Pointed domain^28^ (Fig. 1c), a resemblance that could not be predicted from LFY-N sequences. SAM domains have not been characterized in plants, but they are common protein motifs in other eukaryotes. They interact with proteins, DNA, RNA and lipids, and are involved in many cellular functions including transcriptional regulation and signal transduction^6^,^28^. Some SAM domains are able to self-associate as oligomers through the so-called mid-loop (ML) and end-helix (EH) surfaces^29^,^30^. GbLFY-SAM appears to belong to this class: in the crystal, it forms a head-to-tail polymer (Fig. 2a) with monomers contacting their neighbours through two polar surfaces (Fig. 2b). The ML surface comprises negative and polar residues (Fig. 2c), including T72, T75 and E83, which interact with the positively charged EH surface through hydrogen bonds and salt bridges, in particular via R112 and R116 (residue numbering refers to LFY from *A. thaliana*—AtLFY—sequence; Fig. 1d).

### LFY-SAM is an oligomerization domain

To validate the interactions observed in the crystal in solution, we analysed the oligomerization state of the wild-type (WT) GbLFY-SAM protein and of mutants at the ML surface (T75E substitution, GbLFY-SAM_TE_), EH surface (R112E substitution, GbLFY-SAM_RE_) or at both surfaces (GbLFY-SAM_TERE_) (Fig. 2d). Size-exclusion chromatography coupled to multi-angle laser light scattering (SEC-MALLS) showed that the WT GbLFY-SAM domain formed oligomers of variable size in solution, depending on protein concentration, containing up to eight monomers (Fig. 2d, Supplementary Fig. 2 and Supplementary Table 1). In comparison, all mutations affecting the interaction interface completely abolished LFY oligomerization and GbLFY-SAM_TE_, GbLFY-SAM_RE_ and GbLFY-SAM_TERE_ proteins were found to be exclusively monomeric (Fig. 2d and Supplementary Table 1). However, when mixed at an equimolar ratio, the GbLFY-SAM_TE_ and GbLFY-SAM_RE_ single-face mutants retained the ability to interact, forming a GbLFY-SAM_[RE+TE]_ dimer (Fig. 2d and Supplementary Table 1), thus showing that the different mutations did not alter the overall fold of the SAM domain, and that single face mutant proteins still displayed one functional interaction surface. These results further showed that the head-to-tail arrangement observed in the crystal structure reflects the state of LFY-SAM in solution, which forms an oligomer of limited size in the conditions of this study. The point mutations we designed allowed us to control the oligomerization state, creating either monomeric or dimeric variants of LFY-SAM instead of higher-order oligomers.

Comparing LFY sequences from multiple species throughout the plant kingdom revealed that the key interaction residues of the SAM domain are well conserved (Fig. 1d and Supplementary Fig. 2d), suggesting that the capacity to oligomerize is a general characteristic of LFY-SAM in all species from algae to angiosperms. This hypothesis is supported by the behaviour of the SAM domain of *A. thaliana* LFY (AtLFY-SAM) whose molecular mass in solution increased with its concentration, similar to what was observed for GbLFY-SAM (Supplementary Fig. 2).

### LFY-SAM_TERE_ mutants have highly reduced function in planta

Several mutations that compromise LFY function in rice and *A*. *thaliana* map to the SAM domain^27^,^31^. However, according to our structural data, these positions correspond to buried hydrophobic residues that are unlikely to directly affect oligomerization but are more likely to be important for proper domain folding. Only the very weak *lfy-22* allele in *A. thaliana*^32^ carries a mutation (G70D) that localizes to the SAM ML surface and possibly slightly weakens oligomerization. Therefore, to specifically assess the importance of oligomerization for LFY function, we tested whether the TERE mutation affects AtLFY ability to control flower development in the genetically amenable *A. thaliana* plant.

We first tested whether AtLFY_TERE_ could complement the *lfy-12*-null mutant, in which flowers are replaced by shoots or sterile shoot/flower intermediate structures lacking petals and stamens (Fig. 3a)^33^. When expressed under the control of the *LFY* endogenous promoter (*pLFY*), AtLFY_TERE_ complemented the *lfy-12* mutant much less efficiently than AtLFY (Fig. 3a,b and Supplementary Table 2, Mann–Whitney rank test, *P*=0.01006). Whereas most of *pLFY:LFY lfy-12* primary transformants produced fertile flowers, the majority of *pLFY:LFY*_*TERE*_ *lfy-12* primary transformants produced only a few fertile flowers at the base of the inflorescence. These results indicated that LFY activity was reduced, although not entirely abolished, when its oligomerization was compromised.

To further assess the importance of the SAM domain for LFY master regulator function, we expressed *AtLFY* from the *p35S* constitutive promoter and monitored its effect at an early developmental stage, when other pathways contributing to flower development have only a minimal impact. When expressed constitutively, AtLFY is known to induce early flowering, and to trigger the precocious termination of the shoots and the formation of ectopic flowers from the axils of rosette leaves^19^. About half of the 61 *p35S:LFY* T1 plants we generated showed this characteristic phenotype. In contrast, ectopic flowers were never observed in 51 *p35S:LFY*_*TERE*_ T1 transformants (Fig. 3c,d, Fisher's exact test, *P*-value=1.5 × 10^−10^) despite the fact that AtLFY and AtLFY_TERE_ proteins were expressed at similar levels (Supplementary Fig. 3). Taken together, these results provide evidence that LFY-SAM domain oligomerization is required for the function of LFY as a master switch in flower initiation.

### SAM_TERE_ mutations do not alter single LFYbs binding *in vitro*

Next, we aimed to pinpoint how a functional SAM domain contributes to LFY function at the molecular level. As a TF, LFY specifically binds to *cis*-elements present in the regulatory regions of its target genes. Hence, we tested whether LFY mutants with altered oligomerization status differed in DNA-binding ability. For other SAM proteins, such analyses were hampered by the difficulty in producing recombinant soluble proteins due to the aggregation and precipitation triggered by the SAM domain^34^. By optimizing the purification protocol, we successfully produced a near full-length GbLFY protein (GbLFYΔ) lacking only the 53 non-conserved N-terminal amino acids preceding the SAM domain.

As GbLFY and AtLFY have comparable DNA-binding specificities^24^, we tested GbLFYΔ binding to a DNA fragment carrying a single high-affinity AtLFYbs (*AP1* probe) from the promoter of the *A. thaliana AP1* gene^35^. Electrophoretic mobility shift assay (EMSA) and SEC-MALLS experiments showed that GbLFYΔ and GbLFYΔ_TERE_ bind *AP1* DNA mostly as dimers (Fig. 4c and Supplementary Table 1) and with the same apparent affinity (Fig. 4a). Thus, the SAM domain is not essential for the formation of the LFY dimer/DNA complex. This is consistent with previous studies showing that LFY-DBD by itself dimerizes on DNA^25^.

We noticed, however, a slight migration shift for GbLFYΔ_TE_, GbLFYΔ_RE_ and GbLFYΔ_TERE_ complexes when compared with GbLFYΔ in EMSA (Fig. 4a,b). This shift disappeared when GbLFYΔ_RE_ and GbLFYΔ_TE_ (hereafter called GbLFYΔ_[RE+TE]_) were mixed at equimolar concentration (Fig. 4b). This difference in migration behaviour might be due to a slightly different conformation of the complexes when the SAM domain is monomeric. A comparable result was obtained for the AtLFY protein (Supplementary Fig. 4a). Taken together, these findings indicate that LFY-SAM oligomerization is not required to trigger dimer formation on DNA but it appears to only slightly influence the migration of the LFY/DNA complex.

### The SAM domain prevents LFY DNA binding as monomer

In addition to the main dimeric protein/DNA complex, GbLFYΔ_TE_, GbLFYΔ_RE_ and GbLFYΔ_TERE_ protein variants showed a weak monomeric complex with the *AP1* probe in EMSA (Fig. 4b). This was particularly obvious when using a mutated probe, *AP1m*, which contained mutations on each side of the LFYbs pseudo-palindrome and was not bound by WT GbLFYΔ (Fig. 4a bottom panel). GbLFYΔ_TERE_ was also able to bind to DNA probes that carried mutations in either half of the palindromic binding site (*AP1m1* and *AP1m2* probes) as a monomer, whereas GbLFYΔ showed very little binding to such probes (Supplementary Fig. 4b). These experiments suggest that the LFY-SAM domain might prevent monomeric LFY binding on the numerous half sites present in a genome. To further investigate this possibility, we performed competition EMSA with increasing amounts of nonspecific unlabelled DNA competitor (fish genomic DNA). We found that GbLFYΔ_TE_, GbLFYΔ_RE_ and GbLFYΔ_TERE_ dissociated from *AP1* at lower competitor concentrations than GbLFYΔ and GbLFYΔ_[RE+TE]_ (Fig. 4d and Supplementary Fig. 4c). Thus, the SAM domain appears to favour LFY dimeric binding at the expense of a less specific monomeric interaction with DNA.

### LFY-SAM_TERE_ mutants show impaired cooperative DNA binding

Because of their ability to oligomerize, SAM domains have been proposed to allow cooperative DNA binding on regions with multiple TFBS^36^. This property has been inferred from SAM protein variants whose oligomerization potential was limited to dimerization^34^ but never established for a WT SAM protein. To test whether LFY-SAM could affect binding on DNA fragments with multiple binding sites *in vitro*, we used probes carrying two nearby LFYbs, either synthetic or from the *AG* regulatory region (*AGI-II*)^17^. With these probes, the GbLFYΔ protein formed one main complex corresponding to two bound dimers (Fig. 4e and Supplementary Figs 4d and 5). At low concentrations, GbLFYΔ_[RE+TE]_, which mimics a WT dimer unable to further oligomerize (Fig. 2d), was not as efficient as GbLFYΔ at forming a tetrameric complex and the tetramer/dimer ratio was lower for GbLFYΔ_[RE+TE]_ than for GbLFYΔ (Fig. 4e and Supplementary Fig. 5). As expected, all monomeric mutants (GbLFYΔ_TE_, GbLFYΔ_RE_ and GbLFYΔ_TERE_) were also impaired in tetramer formation at low concentrations (Fig. 4e and Supplementary Fig. 5). In these assays, the AtLFY protein behaved similarly as GbLFYΔ (Supplementary Fig. 4a), indicating that mediating cooperative binding to multiple LFYbs is an intrinsic property of the LFY-SAM domain and is important for the formation of tetrameric complexes (Fig. 4f).

### A functional SAM domain is required for DNA binding *in vivo*

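Chromatin immunoprecipitation sequencing data of whole 15-day-old A. thaliana seedlings were analysed for 3 genotypes with 2 biological replicates each: p35S:LFY (line CA26 #15), p35S:LFYTERE (line CA29 #17) and non-transgenic Col-0. Both transgenes express the LFY cDNA from the constitutive 35S promoter, and LFYTERE carries the T75E and R112E changes in the SAM oligomerization domain. Seedlings were grown at 22 °C according to the paper and at 23 °C according to the sample labels. Supplementary Table 7 gives 6216352 and 4091296 mapped reads for the p35S:LFY replicates, 2331737 and 2691364 for the p35S:LFYTERE replicates, and 893004 and 2049748 for the Col-0 replicates, so that the p35S:LFY total was 2.05 times that of p35S:LFYTERE. The authors mapped the reads and removed duplicates with SHORE, called peaks, and kept a region when it passed a false discovery rate of 1e-07 in all 4 comparisons of the replicates with the controls. They then scaled the replicates of a genotype to each other by regression over shared peaks, fused them, and scaled the genotypes by regression over 355 background peaks of Col-0. The correlation between replicates in Supplementary Table 8 was 0.95 for p35S:LFYTERE, 0.87 for p35S:LFY and 0.90 for Col-0. The authors' deposited table for each transgenic genotype holds 1 line per bound region of the TAIR10 genome, with a rank and a coverage fold reduction (CFR), the p35S:LFY coverage divided by the p35S:LFYTERE coverage. CFR is the authors' value over fused replicates, and rank is their order of the called regions within a list. A region has 1 value of each, so no standard deviation between replicates can be given. Intervals reported for these lists are over regions. The gene of a region was the protein-coding gene that holds its midpoint or, failing that, the one with the nearest end, taken from the TAIR10.1 gene table, which gives no strand and no exons. Genome sequence was not used, so binding sites were not scored here.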

To test the importance of a functional SAM domain for LFY DNA binding *in vivo*, we performed biological duplicate ChIP sequencing (ChIP-Seq) experiments with *p35S:LFY*, *p35S:LFY*_*TERE*_ and non-transgenic *A. thaliana* (Col-0) 2-week-old seedlings. At this stage, the expression of the endogenous *LFY* is minimal as compared with that of the transgenes, enabling us to use the WT seedlings as a negative control. We chose to use ectopic expression in seedlings so that we could compare LFY and LFY_TERE_ DNA-binding activity in the same tissue, a condition that would not be fulfilled by comparing *lfy* inflorescences expressing LFY or LFY_TERE_. We are aware that, when ectopically expressed, LFY might contact some genomic regions that are not genuine targets. However, it is known that the LFY-bound regions in seedlings and inflorescences significantly overlap and the LFY-binding motifs in the two tissues are extremely similar^17^,^18^. We therefore compared the intensity of LFY binding in *p35S:LFY* and *p35S:LFY*_*TERE*_ for high confidence bound regions identified in *p35S:LFY*. 

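Each of the 1954 regions bound in p35S:LFY had a CFR above 1, that is, a higher normalized coverage by LFY than by LFYTERE. The median CFR was 7.40 (95% binomial confidence interval over regions 7.15 to 7.68), with a lower quartile of 4.82 and an upper quartile of 13.0. The region of best rank lies in the cytochrome P450 gene CYP81D7 (TAIR10 chromosome 2, 9878385 to 9879229) and had a CFR of 21.5. The third by rank, on chromosome 1 from 8177682 to 8178256, had a CFR of 11.4. Its nearest gene is AT1G23070, and the auxin efflux carrier gene PIN7 is within 3 kb. The fourth, on chromosome 1 from 8598373 to 8599079, had a CFR of 4.86. Its nearest gene is AT1G24265, and the floral homeotic gene SEP3 is within 3 kb. Among the 10 regions of best rank, CFR ran from 3.38 in AT3G53950 to 29.0 next to AT2G25737. CFR and rank were weakly related over the 1954 regions (Spearman rho -0.08, permutation p = 0.00028, adjusted p = 0.00028 over 3 relations), better-ranked regions having a slightly higher CFR. Wider regions had a lower CFR (rho -0.13, permutation p = 1e-05, the smallest that 100000 resamples can give, adjusted p = 1.5e-05). Width and rank were themselves related (rho -0.56, permutation p = 1e-05, adjusted p = 1.5e-05), wider regions having a better rank. Neither relation of CFR can thus be read alone. Median CFR was 8.99 at ranks 1 to 200, 6.32 at ranks 1201 to 1400 and 8.23 at ranks 1801 to 1954, which is not a steady fall.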

After signal normalization (Supplementary Fig. 6), we found that the TERE mutation drastically reduced the LFY binding *in vivo* (Fig. 5a,b and Supplementary Fig. 7a). For all subsequent analyses, we define the coverage fold reduction (CFR) as the ratio between the LFY and the LFY_TERE_ ChIP-Seq coverages. 

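The lowest CFR of the p35S:LFY list belonged to a region in NF-YC4, a subunit gene of the NF-Y transcription factor, on TAIR10 chromosome 5 from 25416705 to 25417208, with a value of 1.32. It was followed by regions in the abscisic acid receptor gene PYL5 (CFR 1.58), in NDL3 (1.65), next to the receptor kinase gene HAE (1.67) and in the calcium-dependent kinase gene CPK9 (1.68). All 10 regions of lowest CFR were also bound regions in p35S:LFYTERE. At the other end, after a pair of regions with extreme values, CFR was 169.7 for a region in NIP1 on chromosome 2 (7709749 to 7710042), 129.2 for one in the B-box gene BBX31 on chromosome 3 (7708897 to 7709179) and 124.03 for one next to the transcription factor gene bZIP2 on chromosome 2 (7902386 to 7902685). Regions next to CYP707A1, a gene of abscisic acid catabolism (CFR 99.5), in BGLU24 (89.2) and in the floral MADS-box gene SEP4 (84.3, chromosome 2, 1130009 to 1130358) were also among the 10 highest. None of these 10 regions of highest CFR was bound in p35S:LFYTERE. Because p35S:LFYTERE coverage is the denominator of CFR, the calls at both ends follow in part from how CFR is defined. Of the 10 regions of highest CFR, those in BGLU24 and next to AT4G22850 had ranks of 210 and 230, and the other 8 had ranks of 587 to 1908.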

The CFR values ranged from 1.3 to >150 (Fig. 5a). Ninety-five per cent of the regions have a CFR >3 and 54% have a CFR >10. 

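In the deposited p35S:LFY list, 1829 of 1954 regions had a CFR above 3, a share of 93.6% (exact binomial 95% interval over regions 92.4 to 94.6). A CFR above 10 was found for 690 regions, a share of 35.3% (33.2 to 37.5), and a CFR above 20 for 263 regions, 13.5% (12.0 to 15.1). The share above 10 thus differs from the 54% of the paper, for a reason that could not be tested here. A CFR above 50 was reached by 34 regions, and 15 regions had a CFR of 2 or less. Regions with a CFR above 50 included one within 3 kb of the gibberellin response gene RGL1 (71.3) and one within 3 kb of the axillary meristem gene MYB37, also named RAX1 (55.7). Regions with a CFR of 2 or less included one within 3 kb of the actin gene ACT7.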

We also performed the converse analysis by selecting the highest confidence bound regions in *p35S:LFY*_*TERE*_ and comparing their binding with that observed in *p35S:LFY*. Except for a few regions for which the binding by LFY_TERE_ was slightly stronger, most regions were bound better by LFY (Supplementary Fig. 7b). 

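The 176 regions bound in p35S:LFYTERE had a median CFR of 2.75 (95% binomial confidence interval over regions 2.64 to 2.90) and a range of 0.607 to 7.27. Coverage was higher in p35S:LFY at 173 of them. The region of best rank lay in NF-YC4 (CFR 1.30), and regions in AT3G05220 (2.22), PYL5 (1.49), AT4G00305 (1.79) and NDL3 (1.52) came next. The 3 regions with a CFR below 1 were one of 613 bp in AT2G33830, a dormancy-associated gene (TAIR10 chromosome 2, 14309579 to 14310191, CFR 0.607), and 2 inside LFY itself on chromosome 5 (24846526 to 24846980, CFR 0.654; 24844292 to 24844717, CFR 0.729). Another region inside LFY (24845243 to 24845623) had a CFR of 1.06. The seedlings of both transgenic genotypes carry an LFY cDNA, and no region of the p35S:LFY list overlapped LFY.

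**Figure D1:**
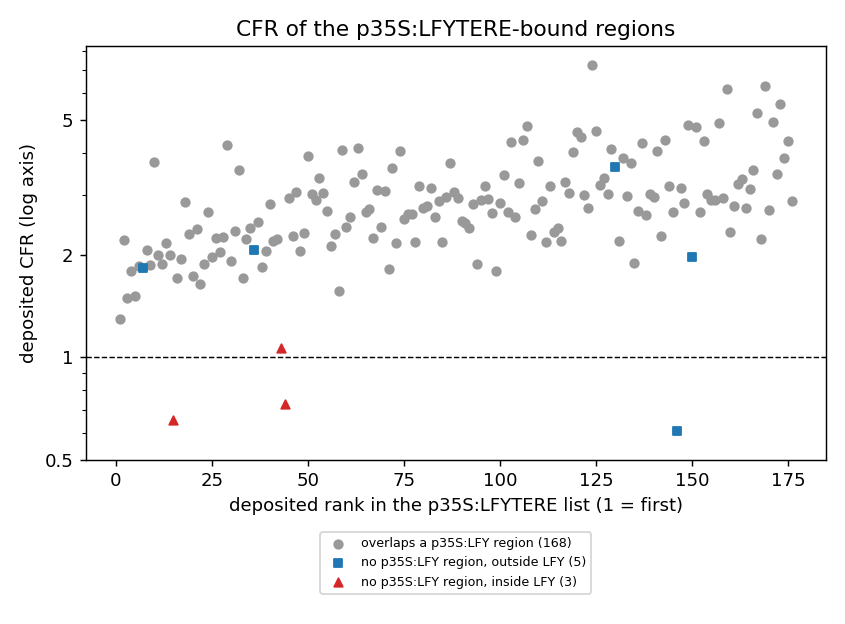
Deposited CFR (log axis) of each of the 176 p35S:LFYTERE-bound regions against its deposited rank; grey circles are the 168 regions that overlap a p35S:LFY region, blue squares 5 regions that do not and lie outside LFY, red triangles the 3 regions inside LFY, and the dashed line marks a CFR of 1. A CFR below 1 was found for 2 of the 3 regions inside LFY and for 1 other region.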

The binding reduction is unlikely to be due to a less efficient recognition of LFY_TERE_ as compared with LFY by the antibody used in the ChIP, as it was raised against LFY-DBD alone and yielded a comparable signal in western blotting on both proteins (Supplementary Fig. 3). The differences in CFR were apparently neither due to alterations to the sequence specificity of AtLFY_TERE_, as the binding site motifs derived from AtLFY and AtLFY_TERE_ ChIP-Seq were very similar (Supplementary Fig. 7c). This result is consistent with previously published SELEX experiments demonstrating that LFY N-terminal domain deletion does not affect LFY DNA-binding specificity^15^,^17^,^24^. Taken together, these findings indicate that LFY SAM domain is crucial for its genome-wide DNA binding *in vivo*.

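Of the 176 regions bound in p35S:LFYTERE, 168 overlapped a region bound in p35S:LFY by 1 bp or more, against a mean of 1.97 and a highest value of 7 when the regions were placed at random on the same chromosome 1000 times (permutation p = 0.001, the smallest that 1000 placements can give). Conversely, 173 of the 1954 regions bound in p35S:LFY, 8.85%, were also called in p35S:LFYTERE, and 1781 were not. The shared regions had a median CFR of 2.99 and the others one of 8.12, a difference that follows in part from how CFR is defined and was not tested. In the lowest CFR decile 113 of 196 regions were shared, in the second 29 of 196, and in the 3 highest deciles none of 195 each. Of 8 genes of floral meristem and organ identity with a p35S:LFY region within 3 kb, 4 also had a p35S:LFYTERE region within that distance, namely SEP3, AP1, MYB17 and LFY, whose 3 p35S:LFYTERE regions lie inside the gene and overlap no p35S:LFY region. The number of called regions also depends on depth, which differed, and both lists were called against the same Col-0 controls, which random placement does not take into account. From the reduced binding in p35S:LFYTERE, together with the antibody signal and the similar binding motifs of both proteins, the paper reasons that the SAM domain is crucial for the binding of LFY across the genome in vivo.

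**Figure D2:**
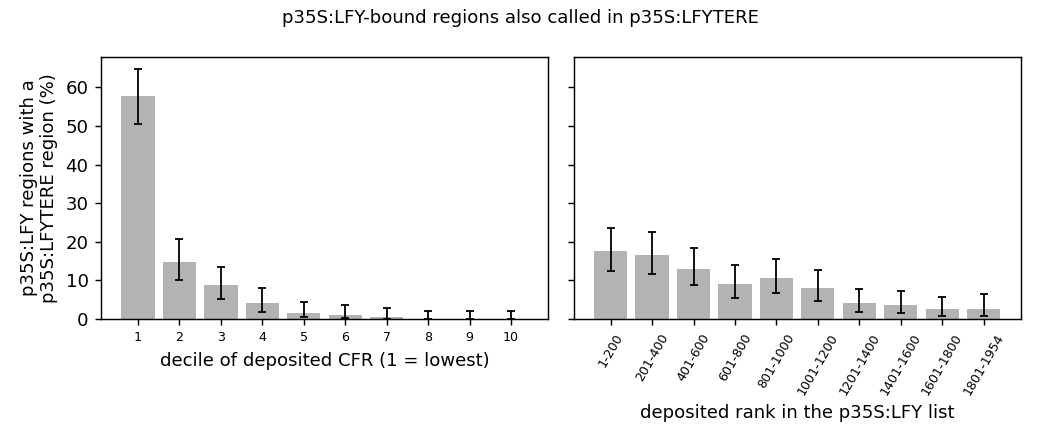
Percentage of p35S:LFY-bound regions that overlap a p35S:LFYTERE-bound region, by decile of deposited CFR (left) and by deposited rank in groups of 200 (right, the last group being smaller); error bars are exact binomial 95% intervals over regions. The percentage fell from 57.7 in the lowest CFR decile to 0 in the 3 highest, and from 17.5 at ranks 1 to 200 to 2.60 at ranks 1801 to 1954.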

### LFY-SAM facilitates binding to sites of suboptimal affinity

The general reduction in DNA binding of LFY_TERE_ is probably partially explained by its capacity to bind as a monomer and scatter over the numerous monomeric sites of the genome. However, as illustrated by three examples (Fig. 5b), the reduction in binding by mutants that are unable to oligomerize varies greatly between genomic regions (Fig. 5a). 

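The floral organ identity gene AG had 1 bound region in the p35S:LFY list, inside the gene on TAIR10 chromosome 4 from 10386508 to 10386816, with a CFR of 10.1. AP1, a floral meristem identity gene, had 3 regions within 3 kb. The one of best rank, on chromosome 1 from 25986248 to 25986933, had a CFR of 2.86, and the overlapping p35S:LFYTERE region (25986309 to 25986631) had one of 2.06. The second, inside AP1 (25984912 to 25985159), had a CFR of 18.9 and the third (25980576 to 25980922), which lies inside another gene, AT1G69100, had one of 15.4, and neither was called in p35S:LFYTERE. TFL1, a gene that maintains inflorescence identity, had 2 adjacent regions within 3 kb on chromosome 5, both closer to AT5G03830, from 1021626 to 1021937 with a CFR of 22.5 and from 1021981 to 1022218 with a CFR of 31.7. No region within 10 kb of AG or TFL1 was called in p35S:LFYTERE. For 163 pairs of a p35S:LFYTERE region and the single p35S:LFY region it overlapped, CFR in the p35S:LFY list over that in the p35S:LFYTERE list had a median of 1.06, a 5th to 95th percentile of 1.01 to 1.20 and a range of 0.993 to 2.37, with the AP1 pair above the 95th percentile. The bounds of a region thus move its CFR, mostly upwards in the p35S:LFY list.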

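Genes of the auxin list and, depending on the window, genes of gibberellin metabolism and signalling were bound by LFY more often than random genes matched on length. The AUX/IAA and ARF families of auxin signalling, tested as lists of their own, were not. The random genes were not matched on the space between genes, where 52.4% of p35S:LFY regions lay against 36.2% of random positions. How far such space accounts for the differences between lists was not tested. Of 17 gibberellin genes, 8 had a region within 3 kb, against a mean of 2.44 in 10000 random lists of the same size matched on gene length (two-sided permutation over genes, adjusted p = 0.0212 over 17 lists). With a window of 1 kb in place of 3 kb, chosen after seeing the data, this list no longer passed (5 genes, permutation adjusted p = 0.0707). Examples within 3 kb are CYP714A1 (CFR 4.98), the biosynthesis genes GA20OX1 (22.2) and GA3OX2 (9.04), and the repressor gene RGL1. Of 12 auxin genes, 7 had a region against a mean of 1.77 (permutation, adjusted p = 0.0212), among them PIN7, YUC4 (12.2), PIN4 (9.03) and ETT (2.26). The NAC family (25 of 99 genes against 13.9) and the ERF family (9 of 26 against 3.19) also passed (permutation, adjusted p = 0.0212 for each). Of 22 genes of floral meristem and organ identity, 8 had a region against 3.18 (permutation, adjusted p = 0.0504), including AP3, near which a region inside another gene, WRI1, had a CFR of 5.23 (TAIR10 chromosome 3, 20116951 to 20117312). By the same permutation, the MYB family had 28 of 125 genes with a region (adjusted p = 0.0504), cytokinin genes 5 of 12 (0.0923), axillary meristem and organ boundary genes 3 of 7 (0.294), pathogen response genes 5 of 18 (0.408) and flowering time genes 4 of 15 (0.522). Inflorescence and shoot meristem genes (4 of 20), chromatin remodelling and Polycomb genes (0 of 8), the ARF family (2 of 25), the AUX/IAA family (5 of 32), the AGAMOUS-LIKE family (11 of 98), the WRKY family (11 of 71) and constitutively expressed reference genes (1 of 11) had adjusted p-values of 0.811 or more. The gene lists were written before the data were examined, and some share members. They were not independent of what was known of LFY. The floral list holds AP1, AG and AP3, and the inflorescence and shoot meristem list holds TFL1, which the paper names as LFY targets. The paper also cites work on the induction of MYB37, of the axillary meristem list, by LFY. A region near such genes was therefore likely from the start.
CFR was compared with that of the other regions for the 7 lists with 10 or more regions, and none passed (permutation test of the rank sum, lowest p = 0.269, adjusted p = 0.742 for all 7). Median CFR was 10.5 over 12 regions of the floral list, 7.22 over 12 regions of the auxin list, 7.68 over 36 regions of the MYB family and 7.41 over 26 regions of the NAC family. The other 10 lists had too few regions for the test, among them the gibberellin list (9 regions, median 9.04) and the lists with the highest medians, axillary meristem and organ boundary (5 regions, 22.7) and inflorescence and shoot meristem (7 regions, 21.4). In the highest CFR decile 13 of 195 regions had a gene of any list as their gene, and in the lowest 9 of 196 (two-sided Fisher's exact test, p = 0.390). Single lists had 4 regions or fewer in these deciles together, too few to compare. Gene ontology terms were not used here. With the window of 1 kb the cytokinin list passed (permutation adjusted p = 0.0272). With the nearest gene only, the floral (7 genes, permutation adjusted p = 0.00255), cytokinin (0.0408), axillary meristem (0.0467) and MYB (0.0467) lists passed in addition.

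**Figure D3:**
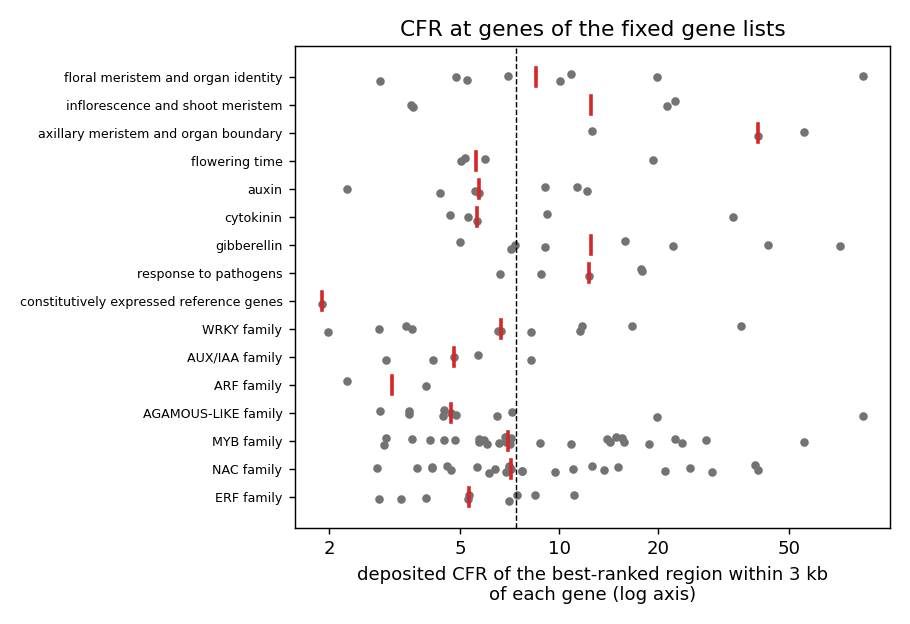
Deposited CFR (log axis) of the best-ranked p35S:LFY region within 3 kb of each gene of a list, 1 point per gene; red bars are medians of the points and the dashed line is the median CFR of all 1954 regions. Points of most lists lie on both sides of the dashed line, and the reference genes have a single point, ACT7 at 1.90.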

Gene ontology analysis for genes neighbouring the top high- and low-CFR regions did not detect any specific enrichment. We tried to understand whether the nature and number of LFYbs present in a region might help explaining the binding reduction, as our biochemical analysis suggested. To identify LFYbs, we used a previously validated and highly predictive position weight matrix that computes a score between 0 (highest affinity site) and −56 (lowest affinity) for each 19 pb sequence^17^,^26^. To avoid using an arbitrary threshold above which a DNA stretch qualifies as LFYbs, we devised a specific procedure to compute the threshold (see methods). The low threshold we obtained (−25) indicates that LFY-bound regions are enriched in LFYbs of very weak affinity (Supplementary Fig. 8a). When applied to regions bound by LFY_TERE_, the same procedure yielded a higher value (−20) (Supplementary Fig. 8b), suggesting that oligomerization promotes binding to low-affinity sites. Consistent with this hypothesis, the bound regions that lack high-affinity LFYbs tend to have higher CFR than regions with high-affinity LFYbs (Fig. 5c). We also analysed the possible influence of LFYbs density and found that regions with high LFYbs density have higher CFR (Fig. 5d) than regions with less LFYbs. Thus, a functional SAM domain helps LFY to bind to DNA regions with either sub-optimal LFYbs or clusters of LFYbs. To investigate whether these clusters display a specific structure, we characterized the distribution of distances between LFYbs in bound regions. We found that binding sites separated by 1 bp were specifically overrepresented (three- to fourfold) in regions with high CFR (Fig. 5e). Reciprocally, the presence of one or more 1-bp distant sites significantly increased the CFR value (Fig. 5f). These analyses suggest that SAM-mediated oligomerization promotes LFY binding to a specific LFYbs configuration. We confirmed this hypothesis biochemically, by showing in EMSA that a distance of 1 bp between LFYbs most favoured LFY tetrameric binding over other spacing (0, 2, 6 and 11 pb) (Supplementary Fig. 5). Similar results were obtained when we limited the same analyses to the subset of genomic regions that are both bound by LFY in seedlings and by endogenous LFY in inflorescences^18^ (Supplementary Fig. 9). Except for the effect of binding site density that lost its statistical significance, the conclusions are overall very similar despite the smaller size data set. Altogether, these analyses provide evidence that oligomerization through the LFY SAM domain facilitates LFY binding to regions that lack high-affinity binding sites or display multiple and adjacent sites.

### LFY-SAM allows access to closed chromatin regions

As other SAM domain proteins have been suggested to regulate chromatin status^37^,^38^, we also tested whether the CFR could depend on the accessibility of DNA regions. This genomic feature can be monitored using DNAseI hypersensitivity (DHS) coupled to high-throughput sequencing (DNAseI-Seq). Such data were publicly available for 2-week-old WT *A. thaliana* seedlings^39^, the same developmental stage we used for the ChIP-Seq experiments. We therefore calculated the percentage of opened regions (following the criteria defined in ref. 39) in deciles of LFY-bound regions, sorted according to their CFR. In the low CFR regions, only 10–15% of the LFY-bound regions were closed. Strikingly, this number reached 70% in regions with high CFR (Fig. 6a), suggesting that the chromatin state of the bound regions has a strong impact on the need for LFY oligomerization. To complement this analysis, we studied the correlation between quantitative DHS levels and the CFR. We found that the CFR values remarkably decreased when the accessibility (that is, the DHS level) increased (Fig. 6b) and poorly accessible regions have higher CFR values than accessible ones (Fig. 6c). An independent DNAseI-Seq data set from slightly younger seedlings (7-day-old) yielded similar results (Supplementary Fig. 7d)^40^. Again, these conclusions held true for the subset of genomic regions for which binding by LFY binding has also been validated in inflorescences (Supplementary Fig. 9g–i). Taken together, these results provide strong evidence that LFY binding to closed chromatin regions depends on the presence of a functional SAM domain.

## Discussion

The crystal structure of the conserved LFY N-terminus revealed a SAM oligomerization domain. This finding was unexpected not only because the LFY-N primary sequence has no homology with other SAM domains but also because LFY-N was initially proposed to be a putative leucine zipper dimerization domain^27^. The SAM domain appears to be highly conserved throughout LFY evolution (Fig. 1d and Supplementary Fig. 2d) and probably performs the same oligomerization function in all plant species. Both LFY from *G. biloba* (gymnosperm) and *A. thaliana* (angiosperm) oligomerize. Moreover, chimeric proteins bearing the AtLFY-DBD combined with the SAM from the moss *Physcomitrella patens* or the fern *Ceratopteris richardii* complemented the *A. thaliana lfy* mutant, indicating that the biochemical properties of the SAM domain are evolutionary conserved^41^.

*In planta* experiments revealed that altering the capacity of LFY to oligomerize compromised its floral function and drastically reduced its genome-wide DNA binding. The fact that TF oligomerization could contribute to DNA binding was expected based on the biochemical characterization we performed on LFY, as well as previous work on PRH-Hex^9^ and on TFs from the ETS family^34^. Specifically, our study shows the extent to which genome-wide DNA binding can be altered when oligomerization is disrupted. The single TF for which this question was addressed so far is YAN, a *Drosophila* ETS TF^38^. The analysis of a non-oligomeric version of its SAM domain indicated that YAN oligomerization did not appear to be the primary determinant for its spreading over extended chromatin regions. Another study focused on PRC1, which is not a TF but a SAM domain member of the polycomb repressive complex in mammals. This work showed that mutation of its oligomerization capacity affected its DNA binding in only 12% of its target regions in mouse embryonic cells^37^. Our study thus offers evidence that TF oligomerization can have a profound impact on its genome-wide DNA-binding landscape.

We identified several reasons why the SAM oligomerization domain might influence LFY DNA binding. First, the SAM domain appears to limit LFY binding as a monomer and therefore might prevent LFY scattering over the genome due to nonspecific binding. How the SAM oligomerization domain reduces monomeric binding is unknown. However, it is tempting to speculate that it might impose constraints on the DBD, reducing its ability to interact with sub-optimal sites as a dimer. Second, combining *in vitro* and *in vivo* experiments, we showed that the SAM oligomerization domain facilitates cooperative higher-order LFY complex formation on regions with multiple or low-affinity LFYbs. Even for LFYbs that appear relatively isolated in the genome, it is conceivable that LFY oligomerization could contribute to cooperative binding through DNA looping. Cooperative TF DNA binding was previously shown to be important to trigger developmental switches^42^,^43^ and the development of flowers is one of the best examples of a phase transition in plants. When coupled to clusters of low-affinity binding sites, TF oligomerization was shown to increase the sharpness of expression patterns^44^. Therefore, as levels of LFY progressively increase^45^, oligomerization may induce target genes with specific spatio-temporal patterns depending on their promoter *cis*-element topology (LFYbs affinity and density). For example, the early target *AP1* possesses only a few LFYbs, including one of the highest affinity sites found in the genome (score −7) and might thus be induced early during flower development, whereas genes such as *AP3*, *AG* or *TFL1* that contain a number of lower affinity sites (scores between −10 and −15) are regulated (induced or repressed) later during flower development. SAM-mediated oligomerization could thus contribute to the timing in the expression of LFY target genes. Finally, although we consider it unlikely, we cannot totally exclude that the TERE mutations could have an indirect effect on LFY DNA binding *in vivo*, independent of oligomerization. These mutations could, for example, affect the interactions with yet unidentified regulators that contribute to the efficiency of LFY DNA binding.

By combining ChIP-Seq data with maps of DNA accessibility^39^,^40^, we have also provided evidence for a novel and unexpected role for SAM domain-mediated oligomerization: it enables LFY to access closed chromatin regions. Regulatory regions embedded in closed chromatin are usually poorly accessed by TFs^4^,^46^,^47^. However, a handful of factors, termed ‘pioneer TF', are able to interact with packed chromatin to affect transcriptional activity^48^,^49^. Several of those factors are potent developmental regulators involved in cell programming or reprogramming^49^. LFY is known to play a key role in stem cell emergence and floral fate determination^10^,^15^,^16^. Whether it qualifies as a pioneer TF will require testing its effect on the chromatin status of bound regions^49^. In recent times, the MADS TF SEPALLATA3 and AP1 have also been proposed to play a pioneer role during floral organ development^50^,^51^,^52^. Interestingly, these TFs, as LFY^50^, interact with the several chromatin-remodelling factors^51^ that, once recruited to closed chromatin regions, could contribute to their opening.

Determining the crystal structure of LFY-N not only revealed its identity as a SAM oligomerization domain but also provided the tools to uncover its function during floral development. We provide evidence that oligomerization can have a profound effect on a TF binding landscape by promoting cooperative binding of LFY to DNA, as was proposed for other oligomeric TFs, and, more unexpectedly, also gives LFY access to closed chromatin regions that are notably refractory to TF binding.

## Methods

### Plant growth conditions and transformation

WT, mutants and transgenic lines used are in the *A. thaliana* Columbia-0 background. *A. thaliana* seeds were sown on 0.5 × Murashige and Skoog (Duchefa biochemie) basal salt mixture medium. Plates were stratified 3 days at 4 °C, grown at 22 °C under long-day conditions and seedlings were transferred to soil. *Lfy-12* mutation genotyping was performed as described^35^. *A. tumefaciens* C58C1 pMP90 was used for stable transformation of *lfy-12* heterozygous plants by the floral dip method^53^.

### Plasmid constructions for protein expression in *Escherichia coli*

Plasmids were constructed using primers listed in the Supplementary Table 3. GbLFYΔ (*pETH164*; residues 55–402 from *G. biloba* LFY complementary DNA) was amplified with primers oETH1067 and oETH1068, cloned into the PCR-Blunt vector (Invitrogen) to yield the pCA04 vector and transferred to the *pETM-11* expression vector using NcoI and XhoI restriction sites. GbLFY-SAM (*pETH195*; residues 54–159 from *G. biloba* LFY cDNA) and AtLFY-SAM (*pETH201*; residues 38–151 from *A. thaliana* LFY cDNA) were amplified with the primers oETH1126/oETH1128 and oETH1130/oETH1131, respectively. The PCR products were cloned into the pETM-11 expression vector^54^ using NcoI and XhoI restriction sites, generating fusions with an N-terminal 6 × His tag, cleavable by the tobacco etch virus (TEV) protease. AtLFY (*pETH94*; residues 1–420 from *A. thaliana* LFY cDNA) was amplified with the primer oETH1031/oETH1032, cloned into the PCR-Blunt vector and transferred into the *pET-30a* vector (Novagen) (C-terminal 6 × His tag) using NCoI and XhoI restriction sites.

Mutagenesis was done by site-directed mutagenesis with primers listed in the Supplementary Table 4. GbLFYΔ_TE_ (*pCA21*), GbLFYΔ_RE_ (*pCA22*) and GbLFYΔ_TERE_ (*pCA39*) were derived from *pETH164*; AtLFY_TE_ (*pCA23*), AtLFY_RE_ (*pCA24*) and AtLFY_TERE_ (*pCA25*) were derived from *pETH94*; GbLFY-SAM_TE_ (*pCA15*), GbLFY-SAM_RE_ (*pCA17*) and GbLFY-SAM_TERE_ (*pCA20*) were derived from *pETH195*. All plasmids were verified by appropriate digestions or sequencing.

### Binary vector constructions for *A. thaliana* transformation

*pLFY:LFY*_*TERE*_ (*pCA35*) and *p35S:LFY*_*TERE*_ (*pCA29*) were obtained by inserting a PstI–SalI fragment containing the TERE mutations from *pCA25* in the *pETH29* and *pCA26* (ref. 15), respectively.

### Protein expression and purification

Proteins were expressed using *E. coli* Rosetta2 (DE3) strain (Novagen). Cells were grown in Luria-Bertani medium supplemented with Kanamycin (50 μg ml^−1^) and Chloramphenicol (34 μg ml^−1^) at 37 °C under agitation up to an optical density of 600 nm of 0.6. Betaine (2 mM) was added and cultures were shifted to 17 °C for 1 h before addition of 0.4 mM isopropyl β-D-1-thiogalactopyranoside. After overnight growth at 17 °C, cells were pelleted. Production of selenomethionine (SeMet) GbLFY-SAM for crystallography was carried out in *E. coli* B834 (DE3) (met^−^) strain (Novagen) transformed with the GbLFY-SAM plasmid. The growth of bacteria was initiated in 0.5 l of Luria-Bertani medium supplemented with Kanamycin (50 μg ml^−1^) and Chloramphenicol (34 μg ml^−1^) at 37 °C under agitation up to an optical density of 600 nm of 0.5. Bacteria were harvested by centrifugation and washed with M9 minimal medium. The growth was continued at 37 °C until an optical density of 600 of 0.6 in 1 litre of SeMet buffer (2 × M9 minimal medium+MgSO_4_ (2 mM), FeSO_4_ (25 mg ml^−1^), glucose (4 g l^−1^), vitamins (thiamine, pyridoxine, riboflavin and niacinamide at 1 mg ml^−1^), a mix of all amino acids, except methionine (40 mg ml^−1^), SeMet (40 mg ml^−1^) and antibiotics (34 μg ml^−1^ of Chloramphenicol and 50 μg ml^−1^ of Kanamycin)). The expression of the SeMet protein and growth of the cells at 17 °C were further performed as described above for the GbLFY-SAM protein. All purification steps were performed at 4 °C. All proteins were solubilized and first purified by an affinity chromatography column. The buffer composition used for each protein is given in Supplementary Table 5. Pellets corresponding to 0.5 l culture containing the recombinant protein were sonicated in 50 ml buffer supplemented by one protease inhibitor cocktail tablet Complete EDTA-free (Roche) and centrifuged for 30 min at 20,000 *g*. The clear supernatant was transferred on a column containing 1 ml Ni-Sepharose High Performance resin (GE Healthcare), washed with buffer containing 20 and 40 mM imidazole, and eluted with buffer containing 300 mM imidazole. Eluted fractions were immediately diluted three times in buffer without imidazole and dialysed overnight.

For GbLFY-SAM, GbLFY-SAM_TE_, GbLFY-SAM_RE_, GbLFY-SAM_TERE_ and AtLFY-SAM, after dialysis, the 6 × His tag was cleaved overnight by the TEV protease (5% w/w). The cleavage product was loaded on a Ni-Sepharose High Performance resin to remove the 6 × His tag, the non-cleaved protein and the 6 × His-tagged TEV protease. The protein was eluted with buffer A (Supplementary Table 5) plus 20 mM imidazole. Eluted fractions were applied to a Hi-load Superdex-200 16/60 Prep Grade Column (GE Healthcare) equilibrated with buffer A. After concentration using Amicon Ultra Centrifugal filters (Millipore), the protein concentration was assessed using a NanoDrop-2000 spectrophotometer (Thermo Fisher Scientific Inc.). For crystallography, the SeMet GbLFY-SAM was purified as the native protein.

After dialysis in buffer B, GbLFYΔ, GbLFYΔ_TE_, GbLFYΔ_RE_ and GbLFYΔ_TERE_ proteins were concentrated using Amicon Ultra Centrifugal filters and applied to a Hi-load Superdex-200 16/60 Prep Grade Column equilibrated with buffer C. Protein concentration was assessed using a NanoDrop-2000 spectrophotometer.

After dialysis in buffer D, AtLFY, AtLFY_TE_, AtLFY_RE_ and AtLFY_TERE_ proteins were concentrated using Amicon Ultra Centrifugal filters. Protein concentrations were assessed using the Bradford assay^55^. All proteins were flash frozen in liquid nitrogen and stored at −80 °C.

### Crystal structure determination

Initial crystallization conditions were identified using the high-throughput crystallization platform at EMBL Grenoble (embl.fr/htxlab). The optimum condition was obtained at 20 °C with the hanging drop vapour diffusion method by mixing 1 μl GbLFY-N, native or Se-Met substituted, at 2.5 mg ml^−1^ with 1 μl of reservoir solution containing 25 mM Tris-HCl pH 8.8 and 40 mM ammonium sulfate. Crystals were cryoprotected by plunging into liquid nitrogen, after incubation in well conditions to which 20% glycerol had been supplemented. The structure was solved by the single-wavelength anomalous dispersion method from Se-Met substituted protein). A highly redundant data set was collected on the microfocus beamline ID23-2 (ref. 56). The selenium substructure was determined by SHELXC/D^57^ and the selenium positions were refined in SHARP^58^. Phases were calculated, solvent-flattened maps were obtained with PIRATE^59^ and a partial model was automatically built with BUCCANEER^60^. The model was manually extended into the experimental electron density map and the resultant model was then used as a search model for molecular replacement into the higher-resolution native data (preserving and extending the reflections previously selected for the free set). Successive rounds of model improvement in COOT^61^ and refinement in BUSTER^62^ were then performed. The built region in the two monomers present in the asymmetric unit comprised residues 54–134 and 56–133, respectively.

### Western blotting

*A. thaliana* leaves from 15-day-old seedlings grown under long-day conditions were harvested and one leaf from six to eight seedlings were pooled for each transgenic line. The leaves were flash frozen in liquid nitrogen, mechanically crushed, immediately suspended in 80 μl denaturing buffer (50 mM Tris-HCl pH 6.8, 10% w/v glycerol, 1% w/v SDS, 0.0025% w/v Bromophenol blue and 0.4% w/v dithiothreitol) for 10 mg of fresh matter and denatured for 5 min at 95 °C. The samples were run on a SDS–PAGE gel and transferred on a nitrocellulose membrane (Immobilon P transfer membrane, Millipore) for blotting. The equivalent of 18.75 and 12.5 mg of fresh matter were used for anti-LFY and anti-KARI blots, respectively. Five nanograms of recombinant LFY protein (LFYΔ, produced in *E. coli*) were used as a positive control. Two anti-LFY antibodies were used: JA70 raised in rabbit against the recombinant LFY protein^17^ (used at 1/6,000 dilution in Supplementary Fig. 3a) and 4028 (ref. 17) raised in rabbit against the LFY C-terminal amino acids 223–424 (BioGenes). Anti-KARI antibodies (used at 1/3,000) were described in ref. 63. Horseradish peroxidase-conjugated AffiniPure goat anti-rabbit IgG (used at 1/15,000, 111-035-144, Jackson ImmunoResearch) was used as secondary antibody for detection. For Supplementary Fig. 3b, antibodies J70 and 4028 were used at 1/25,000 followed by the secondary antibody at 1/50,000 dilution. Revelation was done using the Pierce ECL2 Western Blotting Substrate kit (Thermo Scientific) and scanned on a Typhoon 9400 scanner (Molecular Dynamics). Uncropped western blottings and protein ladders are presented as Supplementary Fig. 10.

### Protein sequence and structure analysis

Three-dimensional structure images were done using PyMOL (www.pymol.org); sequence alignment was done using Multalin (http://multalin.toulouse.inra.fr/multalin/) and visualized using ESPrit (http://espript.ibcp.fr/ESPript/ESPript/). Root mean squared deviations were computed using the Dali server (http://ekhidna.biocenter.helsinki.fi/dali_server/). Surface conservation was computed using the Consurf server (http://consurf.tau.ac.il/; (ref. 64)).

### Electrophoretic mobility shift assay

Oligonucleotides used for EMSA are listed in Supplementary Table 6. For *AP1*, *AP1m1*, *AP1m2*, *AGI-II* and *S-AGI*, complementary single-stranded oligonucleotides were annealed in annealing buffer (10 mM Tris pH 7.5, 150 mM NaCl and 1 mM EDTA). The resulting double-stranded DNA with a protruding G was fluorescently labelled by end filling: 4 pmol of double-stranded DNA was incubated with 1 unit of Klenow fragment polymerase (Ozyme) and 8 pmol Cy3-dCTP or Cy5-dCTP (GE Healthcare) in Klenow buffer during 2 h at 37 °C, followed by 10 min enzyme inactivation at 65 °C. Binding reactions were performed in 20 μl binding buffer (20 mM Tris-HCl pH 7.5, 150 mM NaCl, 1% glycerol, 0.25 mM EDTA, 2 mM MgCl_2_, 0,01% Tween-20 and 3 mM TCEP) with 10 nM labelled probe, 1 × (28 ng ml^−1^) fish sperm DNA (Roche) as nonspecific competitor and 25–500 nM proteins.

Competition assays were performed in duplicates and 1–100 × fish sperm DNA (Roche) was used in the binding reaction. Signal quantification was performed in using ImageLab v2.0.1 (Bio-Rad Laboratories). Signal of each protein–DNA complex was quantified relatively to total DNA signal. For Fig. 4e, each binding reaction was performed in triplicate. Uncropped gels are presented as Supplementary Fig. 10.

### SEC and SEC-MALLS

The molecular mass of GbLFY-SAM and AtLFY-SAM was estimated at 4 °C using a Superdex-200 10/300GL column (GE Healthcare), equilibrated with buffer A and calibrated with low- and high-molecular-weight protein standards (gel filtration calibration kit; GE Healthcare). Accurate molecular mass determination using SEC-MALLS was carried out with a Superdex-200 10/300GL column (GE Healthcare). GbLFY-SAM, WT and mutants were analysed in buffer A. Protein–DNA complexes containing GbLFYΔ, WT or mutants and *AP1* DNA were analysed in 20 mM Tris-HCl pH 8, 150 mM NaCl, 0.25 mM EDTA, 2 mM MgCl_2_ and 1 mM TCEP. Separations were performed at 20 °C with a flow rate of 0.5 ml min^−1^. Elutions were monitored by using a DAWN-EOS detector with a laser emitting at 690 nm for online MALLS measurement (Wyatt Technology Corp., Santa Barbara, CA) and with a RI2000 detector for online refractive index measurements (Schambeck SFD). Molecular mass calculations were performed using the ASTRA software using a refractive index increment (d*n*/d*c*) of 0.185 ml g^−1^.

### Chromatin immunoprecipitation sequencing

Fifteen-day-old seedling from lines CA26 #15 (*p35S:LFY*), CA29 #17 (*p35S:LFY*_*TERE*_) and Col-0 were grown on 0.5 × Murashige and Skoog medium under long-day conditions. The experiment was performed twice to produce biological replicates. Seedlings (∼1 g) were fixed with 1% formaldehyde in MC buffer (10 mM sodium phosphate pH 7.0, 50 mM NaCl and 0.1 M sucrose) for 1 h under vacuum. Fixation was stopped with 0.125 M glycine, followed by three washes with MC buffer. The tissue was ground in liquid nitrogen, the powder was suspended in 15 ml M1 buffer (10 mM sodium phosphate pH 7.0, 0.1 M NaCl, 1 M 2-methyl 2,4-pentanediol, 10 mM β-mercaptoethanol, Complete Protease Inhibitor Cocktail (Roche Diagnostics GmbH, Mannhein, Germany)). The slurry was filtrated three times through 55-μm mesh (Miracloth, Calbiochem) and centrifuged at 1,000 *g* for 10 min at 4 °C. Filtration and centrifugation were repeated twice. Subsequent steps were at 4 °C, unless indicated otherwise. The pellet was washed five times with 1 ml M2 buffer (M1 buffer with 10 mM MgCl_2_ and 0.5% Triton X-100), once with 1 ml M3 buffer (M1 without 2-methyl 2,4-pentanediol) and resuspended in 1 ml Sonic buffer (10 mM sodium phosphate pH 7.0, 0.1 M NaCl, 0.5% Sarkosyl, 10 mM EDTA, Complete Protease Inhibitor Cocktail and 1 mM PEFA BLOC SC (Roche Diagnostics)), and sonicated with a Focused-ultrasonicator S2 (Covaris) (Duty cycle: 20%, intensity: 5, cycles per burst: 200, cycle time: 2 min). After sonication, the suspension was centrifuged (microcentrifuge, top speed) for 5 min and the supernatant was mixed with one volume of IP buffer (50 mM Hepes pH 7.5, 150 mM KCl, 5 mM MgCl_2_, 10 μM ZnSO_4_, 1% Triton X-100 and 0.05% SDS). The solubilized chromatin was incubated overnight with 2.5 μl anti-LFY serum antibody 4028. The immunoprotein–chromatin complexes were captured by incubation with protein A-agarose beads (Santa Cruz Biotechnology) for 1 h on a rotating wheel. The protein A-agarose beads were washed five times with 1 ml IP buffer for 10 min at room temperature. Beads were vortexed for 30 s with 100 μl cold glycine elution buffer (0.1 M glycine, 0.5 M NaCl and 0.05% Tween-20 pH 2.8) and pelleted in a microfuge (room temperature, 1 min, top speed). The supernatant was mixed with 50 μl of 1 M Tris pH 9, to neutralize the eluant. Elution and neutralization were repeated twice. The eluted sample was spun at top speed for 2 min in a microcentrifuge at room temperature. The eluate was treated with 1 μl RNase A/T1 mix 10 mg ml^−1^ (Fermentas) and 1.5 μl Proteinase K, recombinant, PCR grade (Roche). After overnight incubation, a second aliquot of Proteinase K was added and incubated at 65 °C for 6 h. DNA was purified using Minelute columns (Qiagen). Libraries for high-throughput sequencing were prepared using standard Illumina protocols. Deep sequencing was performed on an Illumina GAIIx instrument following the manufacturer's instructions.

### Bioinformatics analyses

Bioinformatics analyses were performed using the SHORE suite (version 0.9.3) (ref. 65) and scripts in python (version 2.7.3) using BioPython (version 1.60), pybedtools (version 0.6.4) and Matplotlib (version 1.2.0) modules. All statistical analyses were managed using R (version 3.0.2) and figures were generated using the ggplot2 module (version 1.0.0). All scripts are available on request.

Read mapping and duplicates removal were performed using the SHORE pipeline (preprocess, import, mapflowcell subprocesses) using -H 1,1 -M 0,4 -X 130 -B 1 as parameters. The number of unique reads mapped is indicated in the Supplementary Table 7. Peakfinding was performed with the shore peak subprogramme using –B 1 as parameter. We selected as bound regions all peaks with a BH-FDR-*q*<10^−7^ in all four comparisons of the two replicates against the two controls. A python script was used to build bound peak bed files from SUMMARY.txt shore peak output. We obtained 1,954 peaks for *p35S:LFY* and 176 for *p35S:LFY*_*TERE*_. 

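The p35S:LFY regions numbered 555 on chromosome 1, 310 on chromosome 2, 354 on chromosome 3, 284 on chromosome 4 and 451 on chromosome 5 of TAIR10. The p35S:LFYTERE regions numbered 36, 19, 42, 36 and 43 in the same order. The p35S:LFY regions had a median width of 365 bp (159 to 865) and covered 751459 bp, and the p35S:LFYTERE regions had a median width of 293 bp (215 to 613) and covered 54982 bp. There were 11.1 times as many regions for p35S:LFY as for p35S:LFYTERE. A region had to pass in every comparison of both replicates, and the lists give no count per replicate.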

Corresponding bed files with peak rank and CFR values have been uploaded on the GEO database.

For each genomic position, the read number corresponds to the number of reads extended by 130 bp covering this position. For each bound region (ChIP-Seq peak), the coverage is defined as the area above the read number curve.

The normalization procedure was performed in two steps based on peak coverage comparisons. In *p35S:LFY* and *p35S:LFY*_*TERE*_ we used peaks detected by SHORE, and in the Col control we used a python script as rudimentary peak finder using 20 as a cutoff value for signal (Supplementary Fig. 6). First, we performed intra genotype normalization between ChIP-Seq replicates from the same genotype (Col, *p35S:LFY* or *p35S:LFY*_*TERE*_). For each genotype, we used the most significant peaks and plotted the coverage values of one replicate against the other. The regression coefficient *m* as shown in Supplementary Fig. 6 was used to normalize one replicate against the other.

Replicates were then fused by calculating a normalized read count at each position

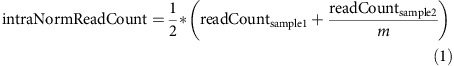

Second, inter genotype normalization was performed based on the background peaks detected in the Col control sample. For each background peak, coverages were compared between normalized *p35S:LFY* or *p35S:LFY*_*TERE*_ and the Col control sample (Supplementary Fig. 6b), and the regression coefficient *m'* was computed and used for final normalization:

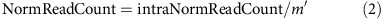

for p35S:LFY and p35S:LFY_TERE_ ChIP-Seq. All coefficients used are listed in Supplementary Table 8.

To calculate read coverages (based on ChIP-Seq or DnaseI-Seq signals), we selected the genomic information included in ‘.wig' or ‘.bedgraph files' at bound regions using the bedtools intersect subprogram (-wa –wb option) followed by a python script that calculates the coverage of each of those genomic regions. The CFR due to the TERE mutation was computed with R using equation (3) on normalized wig files for each bound regions.

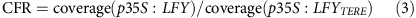

When computing CFR for the 1,954 LFY-bound regions (Fig. 5a), the very low coverage in *p35S:LFY*_*TERE*_ for two regions was leading to very high or infinite CFR values. Those two CFR values were arbitrarily set up to 300.

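In the deposited p35S:LFY list these are a region next to ZF14 on TAIR10 chromosome 1 (21648366 to 21648638, rank 1783), whose CFR is listed as infinite, and a region next to AT1G56553 on the same chromosome (21189340 to 21189597, rank 1689), whose CFR is listed as 4536. They are 273 and 258 bp wide, and neither overlaps a p35S:LFYTERE region. Both were kept at their deposited values here and count among the regions above each CFR threshold and among the highest values.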

The chromatin information about chromatin state (open versus closed) for each bound region was retrieved with a python script from *dhleaf.txt* and *dhflower.txt* files from ref. 39. A bound region was considered open when its centred half was entirely open.

To find the LFYBs in ChIP-Seq peaks, we used a previously optimized position weight matrix^17^ and python script computing a score between −56 and 0 to each 19-pb sequence. Zero corresponds to the site of highest affinity and −56 corresponds to the lowest affinity. To determine what score threshold should be used for binding-site identification, we compared bound regions with a negative set of unbound regions. The negative set was built with a python script that takes a bed file with bound regions as input and randomly selects in the *Arabidopsis* genome regions of same size, similar GC content and with various annotation type (CDS, intron, upstream, downstream or intergenic). The LFYbs scores for each bound and unbound regions were calculated. We then used an R script to compute the density of LFYbs in sliding score windows (going from [0; −1] to [−55; −56]). As shown in Supplementary Fig. 8a, the density of LFYbs is significantly higher in the positive set as compared with the negative one for scores better than −25, as judged using a Mann–Whitney rank test on each window of scores (*P*-value<0.05). The corresponding binding site density might appear surprisingly high but we believe that our score threshold calculation is more valid than commonly used arbitrary cutoff score values. Moreover, our analyses were robust to threshold change within a reasonable range [−20, −26].

For the heat map of interdistances (Fig. 5e), we used a python script to divide regions in deciles according to their CFR, calculate all distances between LFYbs and plot their number within the decile. To perform the analysis presented in Supplementary Fig. 9, we kept only the 436 regions found as bound in 35S:LFY seedlings that intersected with regions bound by LFY in inflorescences according to ref. 18 and performed the whole pipeline of analysis. R was used for all figures and statistical analyses, except that Supplementary Fig. 6 was generated by the Matplotlib module of python.

## Additional information

**How to cite this article:** Sayou, C. *et al*. A SAM oligomerization domain shapes the genomic binding landscape of the LEAFY transcription factor. *Nat. Commun.* 7:11222 doi: 10.1038/ncomms11222 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-10, Supplementary Tables 1-7, and Supplementary References

## Figures and Tables

**Figure 1:**
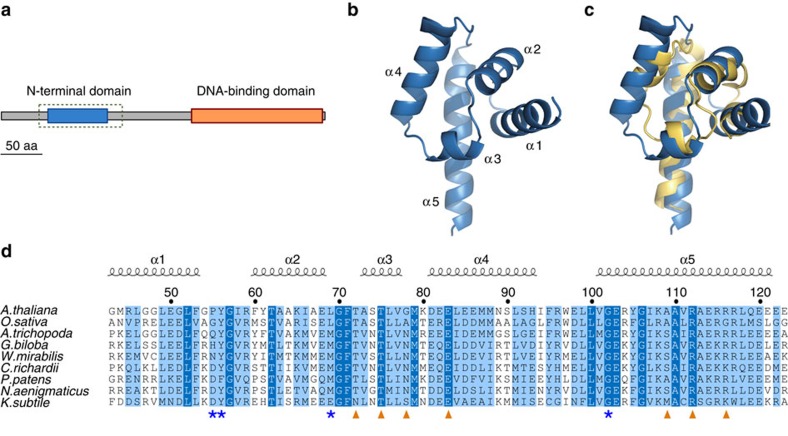
LFY N-terminus is a SAM domain. (**a**) Domain representation of GbLFY protein with the N-terminal domain in blue and DBD in orange. Dashes indicate the region used to obtain the crystal structure. Scale bar, 50 amino acids (aa). (**b**) Crystal structure of GbLFY-N monomer. α, α-helices. (**c**) Superimposition of GbLFY-N (blue) and the SAM domain of p63α (yellow, PDB 2Y9U)^66^. The two structures are very similar and can be superimposed with a root mean square deviation of 1.9 Å for 62 Cα. (**d**) Sequence alignment of LFY-N domain. The residue numbering refers to *A. thaliana* LFY sequence; the secondary structure from GbLFY-SAM crystal structure is indicated above the alignment; orange triangles and blue stars indicate residues involved in the interaction between SAM monomers through the lateral and main chain, respectively.

**Figure 2:**
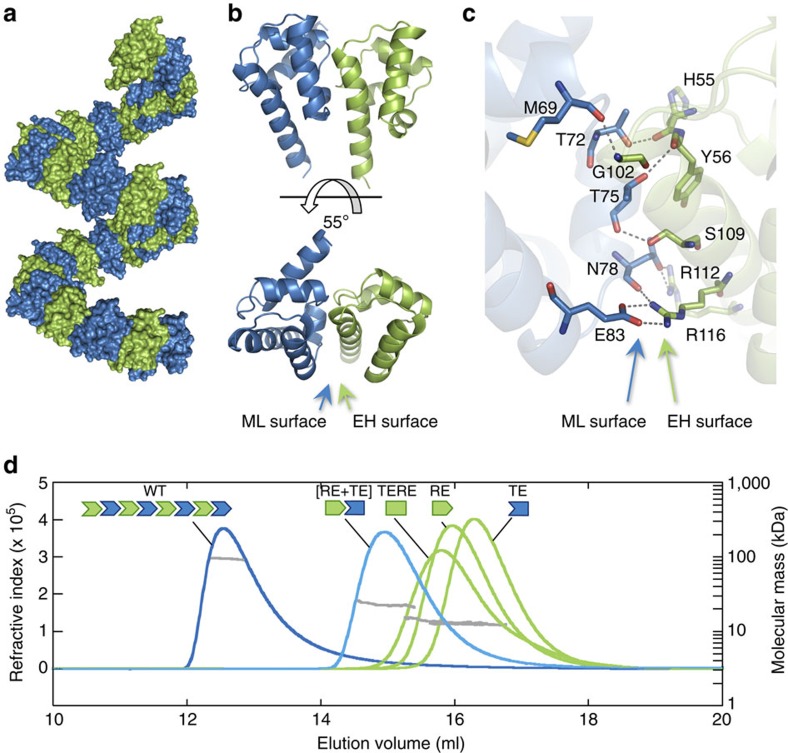
LFY-SAM is an oligomerization domain. (**a**) Helical polymer of GbLFY-SAM in the crystal structure. Twenty-eight monomers are shown, alternatively coloured in blue and green. (**b**) Side and top views (upper and bottom panels, respectively) of the GbLFY-SAM dimer in the asymmetric unit of the crystal. ML and EH interaction surfaces are indicated. (**c**) Detailed view of GbLFY-SAM oligomerization interface. Residues mediating contacts between the two monomers are shown as sticks; residues on the ML and EH surfaces are in blue and green, respectively. (**d**) SEC-MALLS analysis of GbLFY-SAM (WT), GbLFY-SAM_TE_ (TE, T75E substitution at the ML surface) and GbLFY-SAM_RE_ (RE, R112E substitution at the EH surface), GbLFY-SAM_TERE_ (TERE, T75E, R112E) double mutant and GbLFY-SAM_[RE+TE]_ ([RE+TE], an equimolar mixture of GbLFY-SAM_TE_ and GbLFY-SAM_RE_). 50 μl at ∼4.5 mg ml^−1^ of proteins were used. Elution profiles were monitored by excess refractive index (left ordinate axis). The grey line under each elution peak shows the molecular mass distribution (right ordinate axis). Measured molecular masses (reported in Supplementary Table 1) show that GbLFY-SAM is oligomeric; GbLFY-SAM_TE_, GbLFY-SAM_RE_ and GbLFY-SAM_TERE_ are monomeric; and GbLFY-SAM_[RE+TE]_ is dimeric.

**Figure 3:**
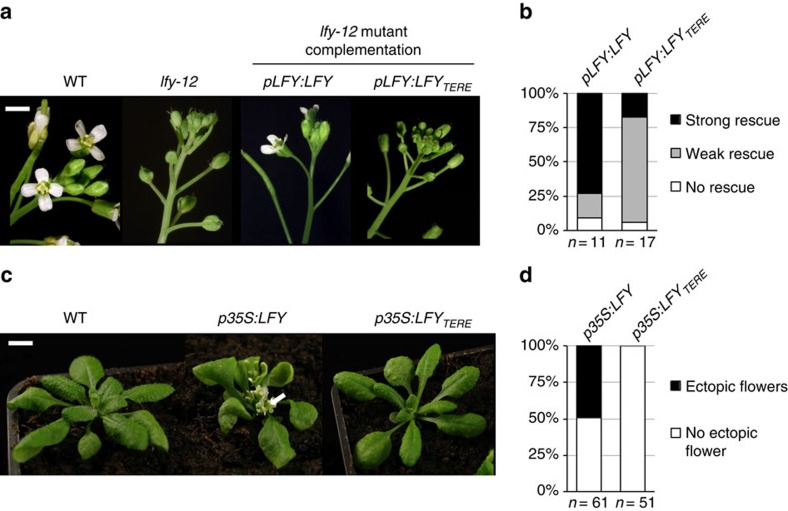
Mutations to the LFY-SAM oligomerization domain impair LFY floral function in *A. thaliana.* (**a**) Pictures of WT, *lfy-12* mutant and *lfy-12* expressing *pLFY:LFY* or *pLFY:LFY*_*TERE*_ inflorescences from 40-day-old plants grown under long day conditions (scale bar, 2 mm). (**b**) Distribution of *pLFY:LFY* and *pLFY:LFY*_*TERE*_ primary transformants in phenotypic complementation classes (see Supplementary Table 2 for details). (**c**) Pictures of WT and transgenic plants expressing *p35S:LFY* or *p35S:LFY*_*TERE*_ grown for 30 days under long-day conditions (scale bar, 1 cm). The white arrow indicates ectopic rosette flowers. (**d**) Proportion of the *p35S:LFY* and *p35S:LFY*_*TERE*_ primary transformants showing ectopic rosette flowers.

**Figure 4:**
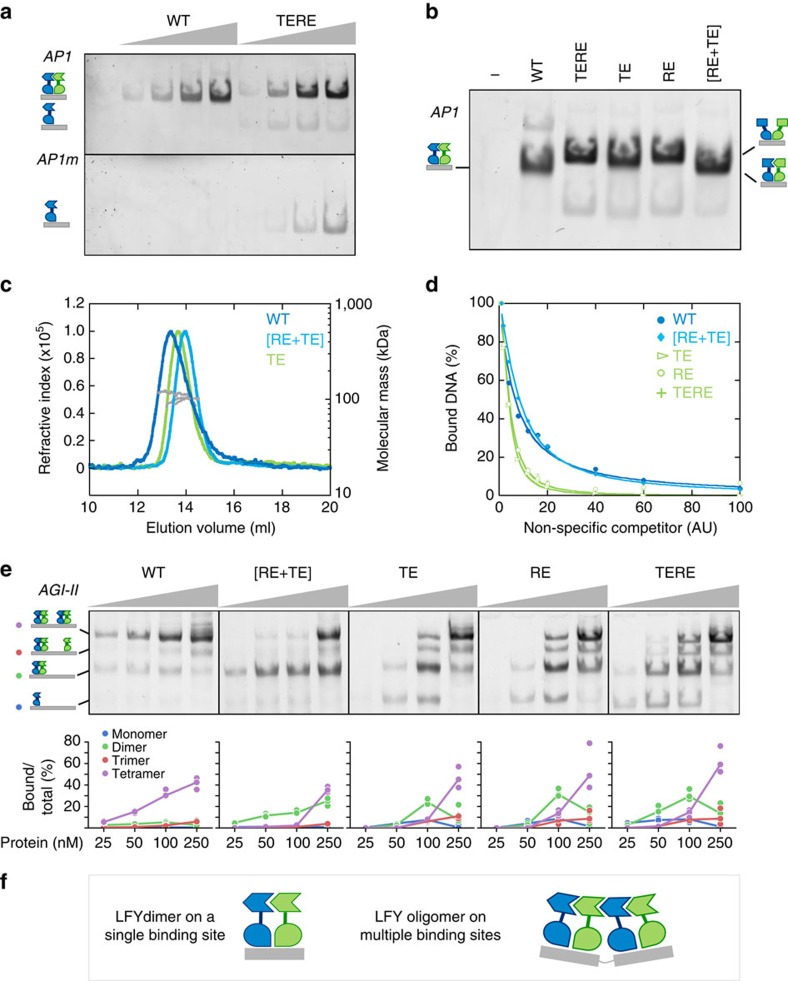
Role of the LFY-SAM oligomerization domain in *in vitro* DNA binding. (**a**) EMSA with 10 nM *AP1* or *AP1m* DNA probe and 0, 50, 100, 250 and 500 nM GbLFYΔ (WT) or GbLFYΔ_TERE_ (TERE) protein. This experiment was performed four times with similar results. (**b**) EMSA with 10 nM *AP1* DNA and 500 nM GbLFYΔ (WT), GbLFYΔ_[RE+TE]_ [RE+TE], GbLFYΔ_TE_ (TE), GbLFYΔ_RE_ (RE) or GbLFYΔ_TERE_ (TERE) protein. This experiment was performed twice with similar results. (**c**) SEC-MALLS molecular mass analysis of GbLFYΔ, GbLFYΔ_TE_ and GbLFYΔ_[RE+TE]_ in complex with the *AP1* probe. Fifty microlitres containing 2.6 mg ml^−1^ (60 μM) protein and 15 μM DNA were used. Elution profiles were monitored by excess refractive index (left ordinate axis). The line under each elution peak shows the molecular mass distribution (right ordinate axis). The measured molecular mass for each complex is reported in Supplementary Table 1 and is consistent with that of a protein dimer on DNA. The SEC experiment was performed twice and the MALLS measurement was performed once. (**d**) Percentage of DNA bound to LFY as a function of nonspecific unlabelled competitor DNA concentration. Quantifications were based on EMSA shown in Supplementary Fig. 4c. This experiment was performed four times with similar results. (**e**) EMSA with 10 nM *AGI-II* DNA probe and 25, 50, 100 and 250 nM GbLFYΔ, GbLFYΔ_[RE+TE]_, GbLFYΔ_TE_, GbLFYΔ_RE_ or GbLFYΔ_TERE_ protein. Quantifications show the percentage of total DNA bound by one (monomeric complex, blue), two (dimeric complex, green), three (trimeric complex, red) or four (tetrameric complex, violet) LFY proteins. EMSA have been performed in triplicate and the fit follows the median value. Formation of the tetrameric complex starts at lower concentrations for WT GbLFY as compared with the mutant GbLFY versions. (**f**) Schematic representation of LFY bound as dimer on a single binding site (left) and as tetramer on two binding sites (right) deduced from the EMSA and SEC-MALLS analysis. DNA is in grey and LFY in blue and green. For all EMSAs, only the protein–DNA complexes are shown.

**Figure 5:**
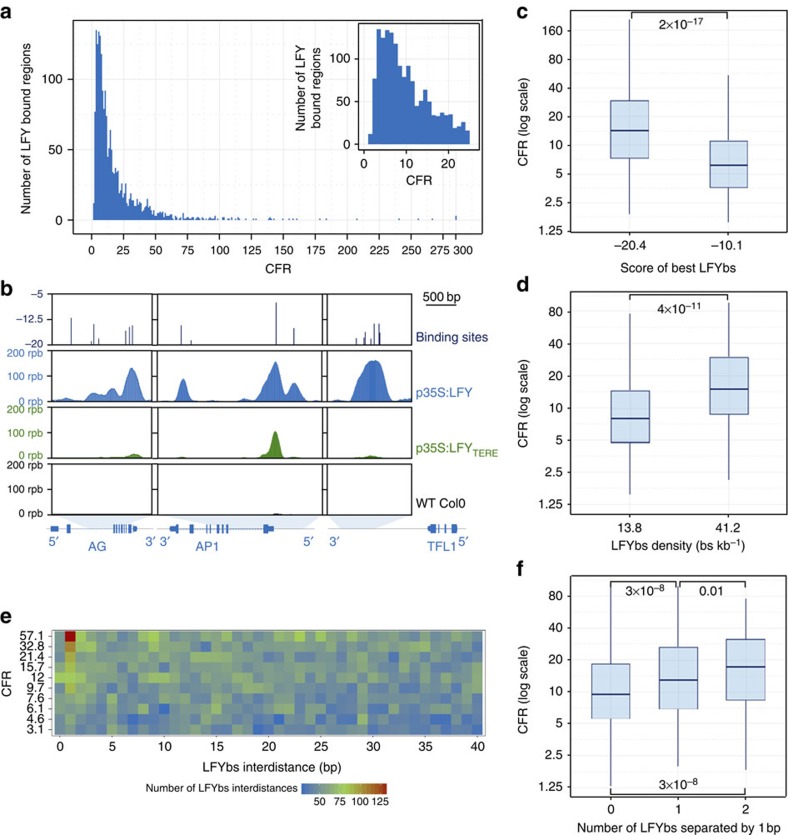
Mutations altering LFY oligomerization affect genome-wide LFY DNA binding *in planta.* (**a**) Histogram showing the distribution of CFR values for the LFY-bound regions in *p35S:LFY*. The inset shows an enlargement for low CFR. (**b**) AtLFY and AtLFY_TERE_ binding profiles on the *AG* (left), *AP1* (middle) and the *TFL1* (right) genomic regions. ChIP-Seq read coverage is shown for *p35S:LFY* (blue), *p35S:LFY*_*TERE*_ (green) and Col-0 (black, background signal). The upper panel shows the LFYbs locations and scores. Blue boxes at the bottom indicate exons. rpb, read per base. (**c**) Boxplot showing the CFR of the LFY-bound regions with LFYbs of lowest and highest score (first and last deciles). The *x* axis shows the median LFYbs best score value. *P*-value for Mann–Whitney rank test is indicated on the graph. (**d**) Boxplot showing the CFR of the LFY-bound regions with lower and higher LFYbs density (first and last deciles of LFY-bound regions). The *x* axis shows the median density value (bs kb^−1^). *P*-value for Mann–Whitney rank test is indicated on the graph. (**e**) Heat map representing the distribution of distances between LFYbs. The LFY-bound regions in *p35S:LFY* were pooled in deciles according to their CFR value (*y* axis shows the groups median CFR value). The *x* axis shows the distance (in bp) separating two 19-bp LFYbs. Only distances <40 bp are shown. (**f**) Boxplot showing the CFR of regions depending on the number of pairs of LFYbs separated by 1 bp (zero, one and two pairs of LFYbs). *P*-values for Mann–Whitney rank test are indicated on the graph.

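With the 1954 deposited CFR values sorted into 10 groups of 195 or 196 regions, the median CFR of the groups was 2.85, 3.93, 4.83, 5.75, 6.86, 8.21, 10.1, 13.0, 18.5 and 31.1 from the lowest to the highest. The highest group median was 10.9 times the lowest. Each median was below the one read by eye from Fig. 5e, which was about 3.1 in the lowest group and about 57 in the highest. The lowest group ended at a CFR of 3.41, and the highest began at 23.0. Median region width was 384 bp in the lowest group and 325 bp in the highest. AP1 has its best-ranked region in the lowest group, AG has its region in the group with a median of 10.1, and the region of SEP4 lies in the highest group.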

**Figure 6:**
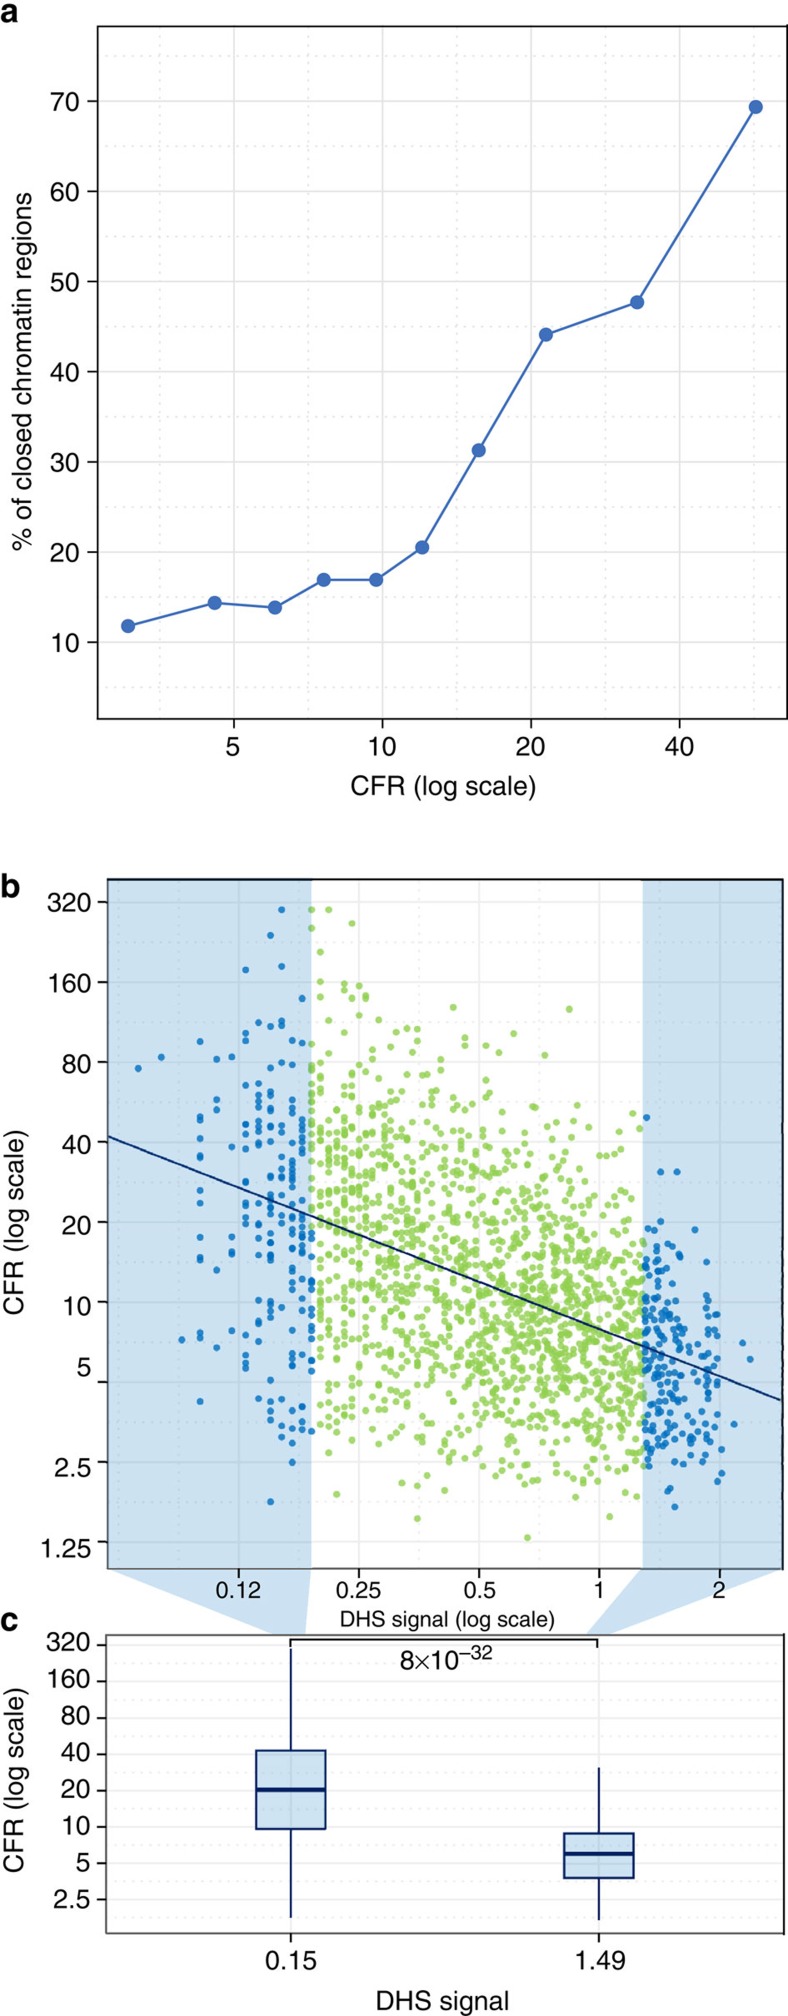
Effect of the chromatin state on the genome-wide LFY DNA binding *in planta*. (**a**) Percentage of closed regions in deciles of p35S:LFY-bound regions sorted according to their CFR. (**b**) Comparison of the CFR of the LFY-bound regions in *p35S:LFY* and the chromatin accessibility in 15-day-old seedlings (DHS signal)^39^. Pearson's correlation test was performed between the CFR and the DHS signal: *r*^2^=21.71%, *P*-value=7.e−106. Data are shown in light blue and green, and fitted values are shown in dark blue. (**c**) Boxplot representing the CFR signal in the regions of highest and lowest DHS (first and last deciles). *P*-value for Mann–Whitney rank test on the two extreme groups is indicated on the graph.

**Table 1:** Crystallographic data collection and refinement statistics.

	**GbLFY-N (Native)**	**GbLFY-N (Se-Met)**
*Data collection*		
Wavelength (Å)	0.872	0.872
Resolution (Å) range	52.34–2.25 (2.33–2.25)	100–2.61 (2.77–2.61)
Space group	*P* 6_5_	*P* 6_5_
Cell dimensions (Å,°)	*a*=*b*=81.1, *c*=78.5	*a*=*b*=80.6, *c*=78.5
Number of total reflections	57,705	83,685
Number of unique reflections	14,004	8,879
Multiplicity	4.1(3.9)	9.4 (9.2)
Completeness (%)	99.3 (99.0)	99.6 (97.5)
Mean I/*σ*(I)	15.67 (2.89)	15.28 (2.54)
*R*-sym	0.069 (0.514)	0.127 (0.915)
		
*Refinement statistics*		
Wilson B-factor	44.1	35.85
*R*-factor	0.1859 (0.2564)	
*R*-free	0.2298 (0.2767)	
Number of atoms	1,462	
Macromolecule	1,335	
Ligands	25	
Water	102	
Protein residues	163	
Root mean square (bonds)	0.016	
Root mean square (angles)	1.78	
Ramachandran favoured (%)	99	
Ramachandran outliers (%)	0	
Clashscore	13.40	
Average B-factor	46.80	
Macromolecule	46.00	
Solvent	51.80	

Statistics for the highest-resolution shell are shown in parentheses.

## References

[b1] SpitzF. & FurlongE. E. M. Transcription factors: from enhancer binding to developmental control. Nat. Rev. Genet. 13, 613–626 (2012) .2286826410.1038/nrg3207

[b2] ShlyuevaD., StampfelG. & StarkA. Transcriptional enhancers: from properties to genome-wide predictions. Nat. Rev. Genet. 15, 272–286 (2014) .2461431710.1038/nrg3682

[b3] WeirauchM. T. & HughesT. R. in A Handbook of Transcription Factors 52, 25–73 (2011) .10.1007/978-90-481-9069-0_321557078

[b4] SlatteryM. . Absence of a simple code: how transcription factors read the genome. Trends Biochem. Sci. 39, 381–399 (2014) .2512988710.1016/j.tibs.2014.07.002PMC4149858

[b5] BienzM. Signalosome assembly by domains undergoing dynamic head-to-tail polymerization. Trends Biochem. Sci. 39, 487–495 (2014) .2523905610.1016/j.tibs.2014.08.006

[b6] HollenhorstP. C., McIntoshL. P. & GravesB. J. Genomic and biochemical insights into the specificity of ETS transcription factors. Annu. Rev. Biochem. 80, 437–471 (2011) .2154878210.1146/annurev.biochem.79.081507.103945PMC5568663

[b7] NanaoM. H. . Structural basis for oligomerization of auxin transcriptional regulators. Nat. Commun. 5, 3617 (2014) .2471042610.1038/ncomms4617

[b8] KatsaniK. R., HajibagheriM. A. N. & VerrijzerC. P. Co-operative DNA binding by GAGA transcription factor requires the conserved BTB / POZ domain and reorganizes promoter topology. EMBO J. 18, 698–708 (1999) .992742910.1093/emboj/18.3.698PMC1171162

[b9] WilliamsH., JayaramanP.-S. & GastonK. DNA wrapping and distortion by an oligomeric homeodomain protein. J. Mol. Biol. 383, 10–23 (2008) .1875519810.1016/j.jmb.2008.08.004

[b10] MoyroudE., TichtinskyG. & ParcyF. The LEAFY floral regulators in angiosperms: conserved proteins with diverse roles. J. Plant Biol. 52, 177–185 (2009) .

[b11] MoyroudE., KustersE., MonniauxM., KoesR. & ParcyF. LEAFY blossoms. Trends Plant Sci. 15, 346–352 (2010) .2041334110.1016/j.tplants.2010.03.007

[b12] IrishV. F. The flowering of *Arabidopsis* flower development. Plant J. 61, 1014–1028 (2010) .2040927510.1111/j.1365-313X.2009.04065.x

[b13] ChandlerJ. W. Floral meristem initiation and emergence in plants. Cell. Mol. Life Sci. 69, 3807–3818 (2012) .2257318310.1007/s00018-012-0999-0PMC11115123

[b14] PoséD., YantL. & SchmidM. The end of innocence: flowering networks explode in complexity. Curr. Opin. Plant Biol. 15, 45–50 (2012) .2197496110.1016/j.pbi.2011.09.002

[b15] ChahtaneH. . A variant of LEAFY reveals its capacity to stimulate meristem development by inducing RAX1. Plant J. 74, 678–689 (2013) .2344551610.1111/tpj.12156

[b16] YamaguchiN. . A molecular framework for auxin-mediated initiation of flower primordia. Dev. Cell 24, 271–282 (2013) .2337558510.1016/j.devcel.2012.12.017

[b17] MoyroudE. . Prediction of regulatory interactions from genome sequences using a biophysical model for the *Arabidopsis* LEAFY transcription factor. Plant Cell 23, 1293–1306 (2011) .2151581910.1105/tpc.111.083329PMC3101549

[b18] WinterC. M. . LEAFY target genes reveal floral regulatory logic, cis motifs, and a link to biotic stimulus response. Dev. Cell 20, 430–443 (2011) .2149775710.1016/j.devcel.2011.03.019

[b19] WeigelD. & NilssonO. A developmental switch sufficient for flower initiation in diverse plants. Nature 377, 495–500 (1995) .756614610.1038/377495a0

[b20] GalloisJ.-L., NoraF. R., MizukamiY. & SablowskiR. WUSCHEL induces shoot stem cell activity and developmental plasticity in the root meristem. Genes Dev. 18, 375–380 (2004) .1500400610.1101/gad.291204PMC359391

[b21] RisseeuwE. . An activated form of UFO alters leaf development and produces ectopic floral and inflorescence meristems. PLoS ONE 8, e83807 (2013) .2437675610.1371/journal.pone.0083807PMC3871548

[b22] KaufmannK., PajoroA. & AngenentG. C. Regulation of transcription in plants: mechanisms controlling developmental switches. Nat. Rev. Genet. 11, 830–842 (2010) .2106344110.1038/nrg2885

[b23] EngelhornJ., BlanvillainR. & CarlesC. C. Gene activation and cell fate control in plants: a chromatin perspective. Cell. Mol. Life Sci. 71, 3119–3137 (2014) .2471487910.1007/s00018-014-1609-0PMC11113918

[b24] SayouC. . A promiscuous intermediate underlies the evolution of LEAFY DNA binding specificity. Science 343, 645–648 (2014) .2443618110.1126/science.1248229

[b25] HamèsC. . Structural basis for LEAFY floral switch function and similarity with helix-turn-helix proteins. EMBO J. 27, 2628–2637 (2008) .1878475110.1038/emboj.2008.184PMC2567413

[b26] MinguetE. G., SegardS., CharavayC. & ParcyF. MORPHEUS, a webtool for transcription factor binding analysis using position weight matrices with dependency. PLoS ONE 10, e0135586 (2015) .2628520910.1371/journal.pone.0135586PMC4540572

[b27] SiriwardanaN. S. & LambR. S. A conserved domain in the N-terminus is important for LEAFY dimerization and function in *Arabidopsis thaliana*. Plant J. 71, 736–749 (2012) .2250739910.1111/j.1365-313X.2012.05026.x

[b28] QiaoF. & BowieJ. U. The many faces of SAM. Sci. STKE 2005, re7 (2005) .1592833310.1126/stke.2862005re7

[b29] MerueloA. D. & BowieJ. U. Identifying polymer-forming SAM domains. Proteins 74, 1–5 (2009) .1883101110.1002/prot.22232PMC2605191

[b30] KimC. a . Polymerization of the SAM domain of TEL in leukemogenesis and transcriptional repression. EMBO J. 20, 4173–4182 (2001) .1148352010.1093/emboj/20.15.4173PMC149168

[b31] Ikeda-KawakatsuK., MaekawaM., IzawaT., ItohJ.-I. & NagatoY. ABERRANT PANICLE ORGANIZATION 2/RFL, the rice ortholog of *Arabidopsis* LEAFY, suppresses the transition from inflorescence meristem to floral meristem through interaction with APO1. Plant J. 69, 168–180 (2012) .2191077110.1111/j.1365-313X.2011.04781.x

[b32] LevinJ. Z. & MeyerowitzE. M. UFO: an *Arabidopsis* gene involved in both floral meristem and floral organ development. Plant Cell 7, 529–548 (1995) .778030610.1105/tpc.7.5.529PMC160802

[b33] WeigelD., AlvarezJ., SmythD. R., YanofskyM. F. & MeyerowitzE. M. LEAFY controls floral meristem identity in *Arabidopsis*. Cell 69, 843–859 (1992) .135051510.1016/0092-8674(92)90295-n

[b34] GreenS. M., CoyneH. J., McIntoshL. P. & GravesB. J. DNA binding by the ETS protein TEL (ETV6) is regulated by autoinhibition and self-association. J. Biol. Chem. 285, 18496–18504 (2010) .2040051610.1074/jbc.M109.096958PMC2881775

[b35] BenllochR. . Integrating long-day flowering signals: a LEAFY binding site is essential for proper photoperiodic activation of APETALA1. Plant J. 67, 1094–1102 (2011) .2162397610.1111/j.1365-313X.2011.04660.x

[b36] ZhangJ. . Sterile alpha motif domain-mediated self-association plays an essential role in modulating the activity of the *Drosophila* ETS family transcriptional repressor Yan. Mol. Cell. Biol. 30, 1158–1170 (2010) .2004805210.1128/MCB.01225-09PMC2820895

[b37] IsonoK. . SAM domain polymerization links subnuclear clustering of PRC1 to gene silencing. Dev. Cell 26, 565–577 (2013) .2409101110.1016/j.devcel.2013.08.016

[b38] WebberJ. L. . The relationship between long-range chromatin occupancy and polymerization of the *Drosophila* ETS family transcriptional repressor Yan. Genetics 193, 633–649 (2013) .2317285610.1534/genetics.112.146647PMC3567750

[b39] ZhangW., ZhangT., WuY. & JiangJ. Genome-wide identification of regulatory DNA elements and protein-binding footprints using signatures of open chromatin in *Arabidopsis*. Plant Cell 24, 2719–2731 (2012) .2277375110.1105/tpc.112.098061PMC3426110

[b40] SullivanA. M. . Mapping and dynamics of regulatory DNA and transcription factor networks in *A. thaliana*. Cell Rep. 8, 2015–2030 (2014) .2522046210.1016/j.celrep.2014.08.019

[b41] MaizelA. . The floral regulator LEAFY evolves by substitutions in the DNA binding domain. Science 308, 260–263 (2005) .1582109310.1126/science.1108229

[b42] CherryJ. L. & AdlerF. R. How to make a biological switch. J. Theor. Biol. 203, 117–133 (2000) .1070429710.1006/jtbi.2000.1068

[b43] LebrechtD. . Bicoid cooperative DNA binding is critical for embryonic patterning in *Drosophila*. Proc. Natl Acad. Sci. USA 102, 13176–13181 (2005) .1615070810.1073/pnas.0506462102PMC1201621

[b44] SegalE., Raveh-SadkaT., SchroederM., UnnerstallU. & GaulU. Predicting expression patterns from regulatory sequence in *Drosophila* segmentation. Nature 451, 535–540 (2008) .1817243610.1038/nature06496

[b45] BlázquezM. A., SoowalL. N., LeeI. & WeigelD. LEAFY expression and flower initiation in *Arabidopsis*. Development 124, 3835–3844 (1997) .936743910.1242/dev.124.19.3835

[b46] SherwoodR. I. . Discovery of directional and nondirectional pioneer transcription factors by modeling DNase profile magnitude and shape. Nat. Biotechnol. 32, 171–178 (2014) .2444147010.1038/nbt.2798PMC3951735

[b47] VossT. C. & HagerG. L. Dynamic regulation of transcriptional states by chromatin and transcription factors. Nat. Rev. Genet. 15, 69–81 (2014) .2434292010.1038/nrg3623PMC6322398

[b48] GuertinM. J. & LisJ. T. Mechanisms by which transcription factors gain access to target sequence elements in chromatin. Curr. Opin. Genet. Dev. 23, 116–123 (2013) .2326621710.1016/j.gde.2012.11.008PMC3651763

[b49] Iwafuchi-doiM. & ZaretK. S. Pioneer transcription factors in cell reprogramming. 28, 2679–2692 (2014) .10.1101/gad.253443.114PMC426567225512556

[b50] WuM.-F. . SWI2/SNF2 chromatin remodeling ATPases overcome polycomb repression and control floral organ identity with the LEAFY and SEPALLATA3 transcription factors. Proc. Natl Acad. Sci. USA 109, 3576–3581 (2012) .2232360110.1073/pnas.1113409109PMC3295252

[b51] SmaczniakC. . Characterization of MADS-domain transcription factor complexes in *Arabidopsis* flower development. Proc. Natl Acad. Sci. 109, 1560–1565 (2012) .2223842710.1073/pnas.1112871109PMC3277181

[b52] PajoroA. . Dynamics of chromatin accessibility and gene regulation by MADS-domain transcription factors in flower development. Genome Biol. 15, R41 (2014) .2458145610.1186/gb-2014-15-3-r41PMC4054849

[b53] ZhangX., HenriquesR., LinS.-S., NiuQ.-W. & ChuaN.-H. Agrobacterium-mediated transformation of *Arabidopsis thaliana* using the floral dip method. Nat. Protoc. 1, 641–646 (2006) .1740629210.1038/nprot.2006.97

[b54] DümmlerA., LawrenceA.-M. & de MarcoA. Simplified screening for the detection of soluble fusion constructs expressed in E. coli using a modular set of vectors. Microb. Cell Fact. 4, 34 (2005) .1635171010.1186/1475-2859-4-34PMC1326211

[b55] BradfordM. M. A rapid and sensitive method for the quantitation of microgram quantities of protein utilizing the principle of protein-dye binding. Anal. Biochem. 72, 248–254 (1976) .94205110.1016/0003-2697(76)90527-3

[b56] FlotD. . The ID23-2 structural biology microfocus beamline at the ESRF. J. Synchrotron Radiat. 17, 107–118 (2010) .2002911910.1107/S0909049509041168PMC3025444

[b57] SheldrickG. M. Experimental phasing with SHELXC/D/E: combining chain tracing with density modification. Acta Crystallogr. D Biol. Crystallogr. 66, 479–485 (2010) .2038300110.1107/S0907444909038360PMC2852312

[b58] BricogneG., VonrheinC., FlensburgC., SchiltzM. & PaciorekW. Generation, representation and flow of phase information in structure determination: recent developments in and around SHARP 2.0. Acta Crystallogr. D Biol. Crystallogr. 59, 2023–2030 (2003) .1457395810.1107/s0907444903017694

[b59] CowtanK. Generic representation and evaluation of properties as a function of position in reciprocal space. J. Appl. Crystallogr. 35, 655–663 (2002) .

[b60] CowtanK. The Buccaneer software for automated model building. 1. Tracing protein chains. Acta Crystallogr. D Biol. Crystallogr. 62, 1002–1011 (2006) .1692910110.1107/S0907444906022116

[b61] EmsleyP. & CowtanK. Coot: model-building tools for molecular graphics. Acta Crystallogr. D Biol. Crystallogr. 60, 2126–2132 (2004) .1557276510.1107/S0907444904019158

[b62] BricogneG. . BUSTER. Available at http://www.globalphasing.com (2011) .

[b63] DumasR., JoyardJ. & DouceR. Purification and characterization of acetohydroxyacid reductoisomerase from spinach chloroplasts. Biochem. J. 262, 971–976 (1989) .259018010.1042/bj2620971PMC1133368

[b64] AshkenazyH., ErezE., MartzE., PupkoT. & Ben-TalN. ConSurf 2010: calculating evolutionary conservation in sequence and structure of proteins and nucleic acids. Nucleic Acids Res. 38, W529–W533 (2010) .2047883010.1093/nar/gkq399PMC2896094

[b65] OssowskiS. . Sequencing of natural strains of *Arabidopsis thaliana* with short reads. Genome Res. 18, 2024–2033 (2008) .1881837110.1101/gr.080200.108PMC2593571

[b66] SathyamurthyA., FreundS. M. V, JohnsonC. M., AllenM. D. & BycroftM. Structural basis of p63α SAM domain mutants involved in AEC syndrome. FEBS J. 278, 2680–2688 (2011) .2161569010.1111/j.1742-4658.2011.08194.x

# Supplementary material for: A SAM oligomerization domain shapes the genomic binding landscape of the LEAFY transcription factor
**Source:** Nat Commun. 2016 Apr 21;7:11222. doi: 10.1038/ncomms11222
**Supplement:** Supplementary Information — Supplementary Figures 1-10, Supplementary Tables 1-7, and Supplementary References

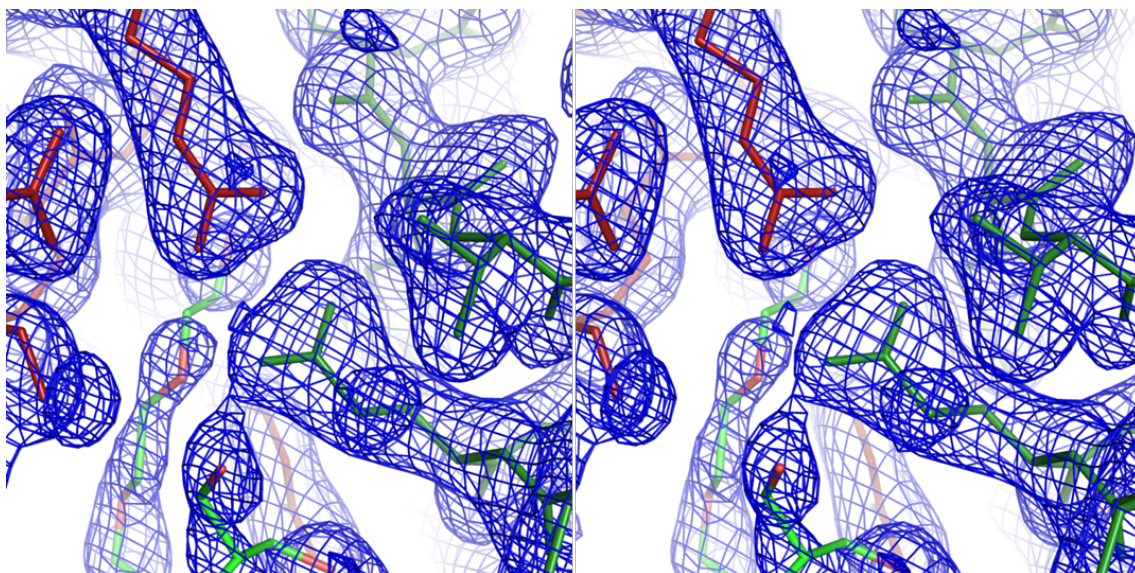

Supplementary Figure 1: Stereo image of a portion of the electron density map of the SAM domain.

Stereoscopic view of the model phased 2Fo-Fc electron density map superimposed over the final refined model.

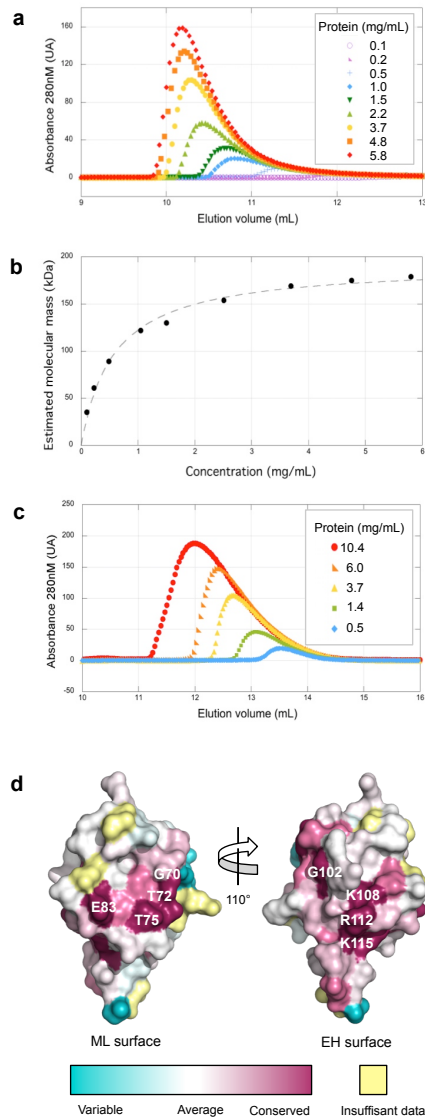

Supplementary Figure 2: Oligomeric states of GbLFY-SAM and AtLFY-SAM and amino acid conservation of the SAM domain.

(a) SEC analysis of GbLFY-SAM at different concentrations.

(b) Apparent molecular weights (MWs) of GbLFY-SAM at different concentrations. MWs were calculated using elution volumes from (a) and a calibration curve based on a set of protein standards. This plot shows that at high protein concentration, the size of the oligomer in solution reaches a plateau value, which, as determined by SEC-MALLS corresponds to an octamer (Supplementary Table 1).

(c) SEC analysis of AtLFY-SAM at different concentrations.

(d) Amino acid conservation of LFY-SAM mapped on the surface of GbLFY-SAM structure. LFY sequences from 18 species from algae to angiosperms (*A. thaliana*, *O. sativa*, *T. aestivum*, *Z. mays*, *P. hybrida*, *A. trichopoda*, *G. biloba*, *P. radiata*, *W. mirabilis*, *M. domestica*, *A. lygodiifolia*, *B. multifidum*, *C. richardii*, *P. patens*, *N. aenigmaticus*, *Cylindrocystis* sp, *C. scutata*, *K. subtile*) were aligned and the surface conservation was computed using the ConSurf server (<http://consurf.tau.ac.il/>; ¹).

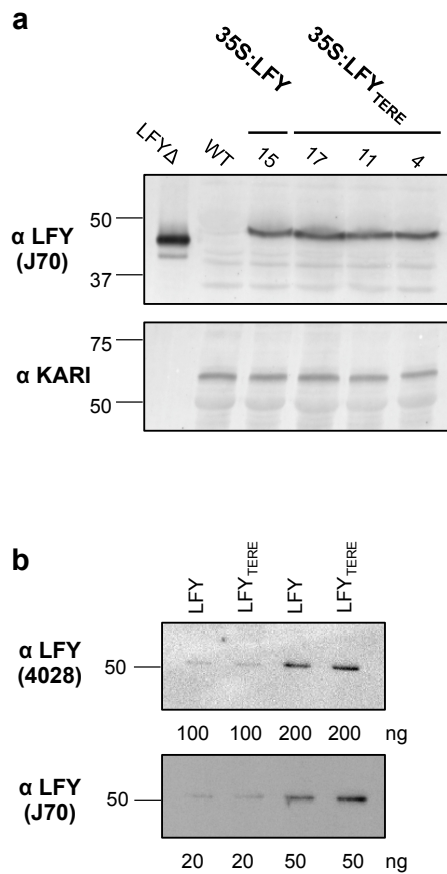

Supplementary Figure 3: LFY and LFY_{TERE} proteins are expressed at similar level in *p35S:LFY* and *p35S:LFY_{TERE}* plants used for ChIP-Seq experiments and are detected similarly by LFY antibodies.

A) Western blot on *A. thaliana* leaves extracts from 15 day-old seedlings grown under long day conditions. Single leaves from 6 to 8 seedlings were pooled for each transgenic line (transgenic line identifiers are given above each lane). Anti-KARI antibody was used as control ². The molecular weight deduced from standard protein migration is indicated on the left. 5 ng of recombinant LFY protein (LFY Δ , produced in *E. coli*) was used as a positive control.

B) Western blot on LFY and LFY_{TERE} recombinant proteins with the antibodies (α LFY) used in the ChIP-Seq (4028) or on panel a (J70). Each of these antibodies recognized similarly LFY and LFY_{TERE}.

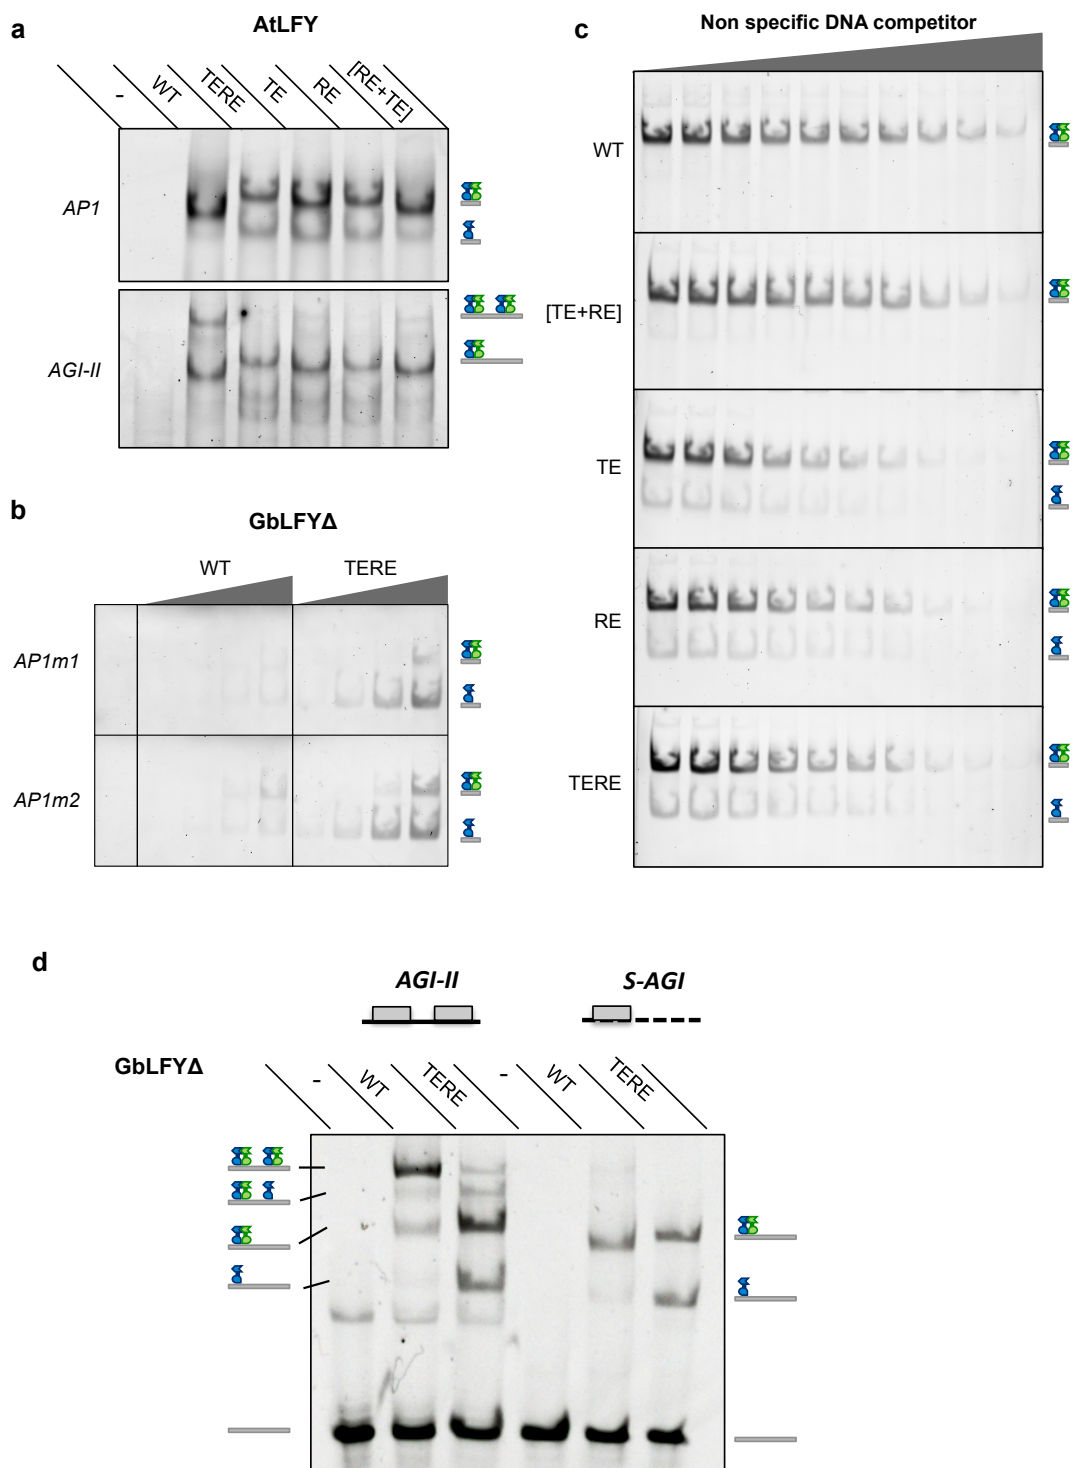

Supplementary Figure 4: Oligomerization through the SAM domain and *in vitro* DNA binding.

(a) EMSA with 10 nM *AP1* probe (top) or *AGI-II* probe (bottom) and 500 nM AtLFY, AtLFY_[RE+TE], AtLFY_{TE}, AtLFY_{RE} or AtLFY_{TERE} proteins from *A. thaliana*.

(b) EMSA with 10 nM *AP1m1* or *AP1m2* probe (each carrying mutations on a half-site of the palindromic LFYbs) and 0, 50, 100, 250, 500 nM GbLFY Δ or GbLFY Δ_{TERE} protein.

(c) Competition assay using EMSA. Binding reactions contained 10 nM *AP1* probe, 500 nM GbLFY Δ , GbLFY $\Delta_{[RE+TE]}$, GbLFY Δ_{TE} , GbLFY Δ_{RE} or GbLFY Δ_{TERE} proteins and increasing concentration of non-specific unlabeled competitor DNA. Quantification of the fraction of bound DNA is shown in Figure 4d.

(d) EMSA illustrating the various complexes formed on 10 nM of a probe bearing one or two LFYbs from *AG* regulatory sequence (*S-AGI* and *AGI-II*, respectively) by 100 nM of either GbLFY Δ or GbLFY Δ_{TERE} . *S-AGI* is a synthetic sequence containing a single LFYbs (*AGI*).

For all EMSAs except in d, only the protein-DNA complexes are shown.

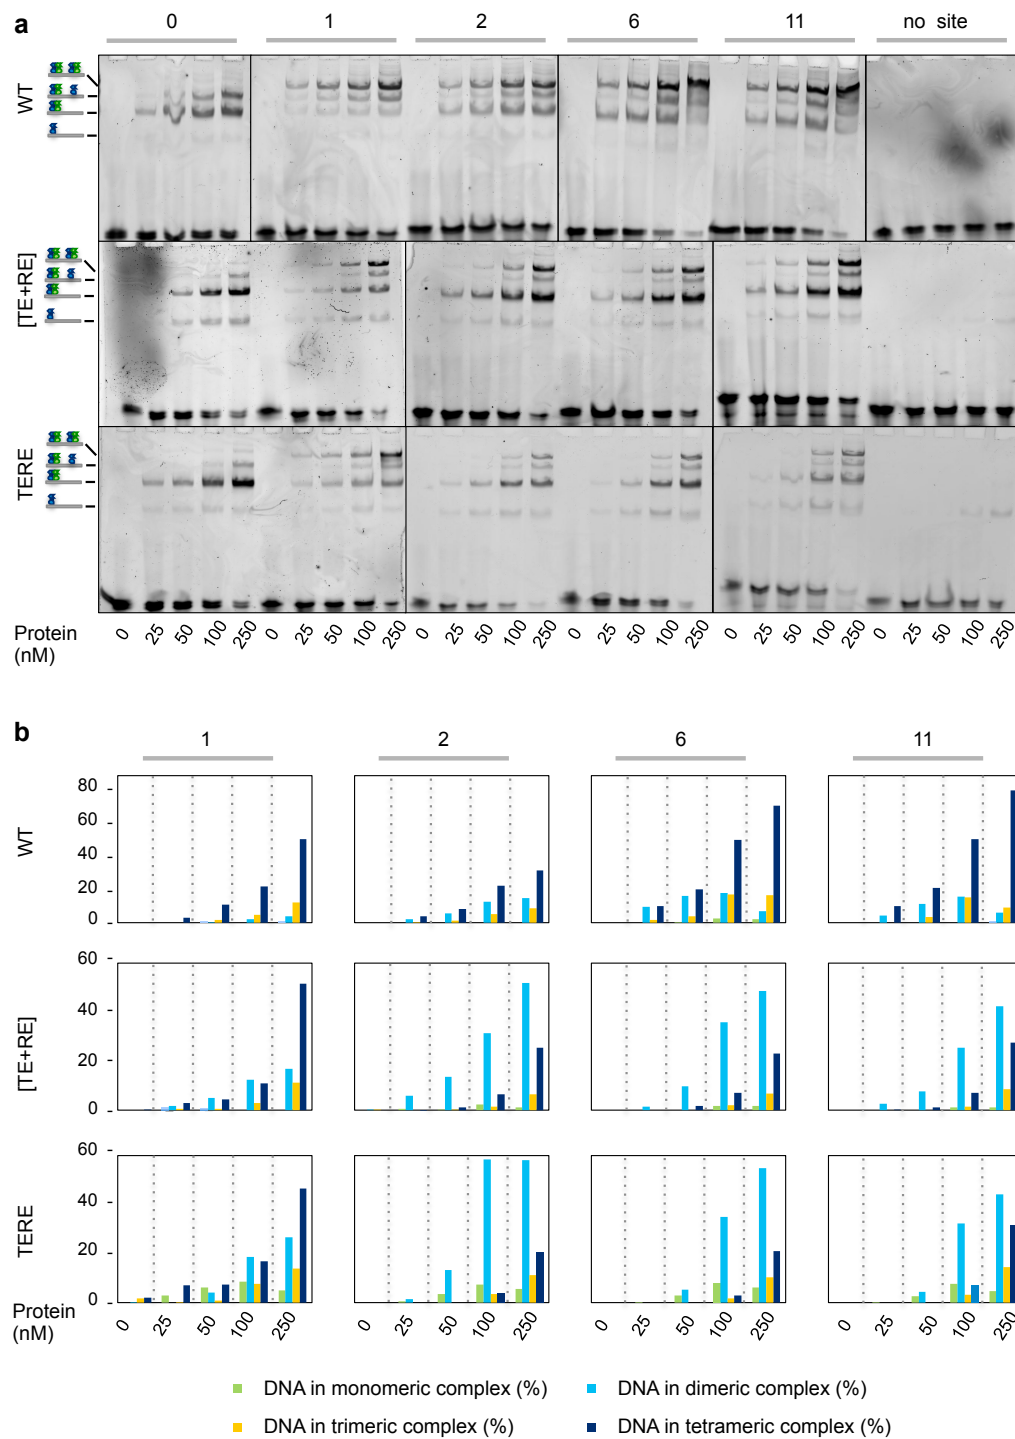

Supplementary Figure 5: *In vitro* DNA binding on synthetic DNA probes containing two LFY binding sites separated by variable distances.

(a) EMSA with 10 nM of a synthetic DNA probe containing two LFYbs spaced by 0, 1, 2, 6 or 11 bp and a range of GbLFY Δ , GbLFY $\Delta_{[RE+TE]}$ or GbLFY Δ_{TERE} protein concentrations. Only the protein-DNA complexes are shown. Schematic complexes are

shown to the left of gels. No tetrameric binding of GbLFY Δ tetramer with DNA was observed when the LFYbs are spaced by 0 bp.

(b) Quantification of the different protein/DNA complexes from (a). In contrast with GbLFY $\Delta_{[RE+TE]}$ or GbLFY Δ_{TERE} protein, the percentage of GbLFY Δ tetramer bound to DNA is always higher than the percentage of bound monomer, dimer or tetramer. At low protein concentrations (0-100 nM) of GbLFY Δ , the ratio tetramer/dimer is higher for sites spaced by 1 bp. With 0 bp spacing, the tetrameric complex is absent and was thus not quantified.

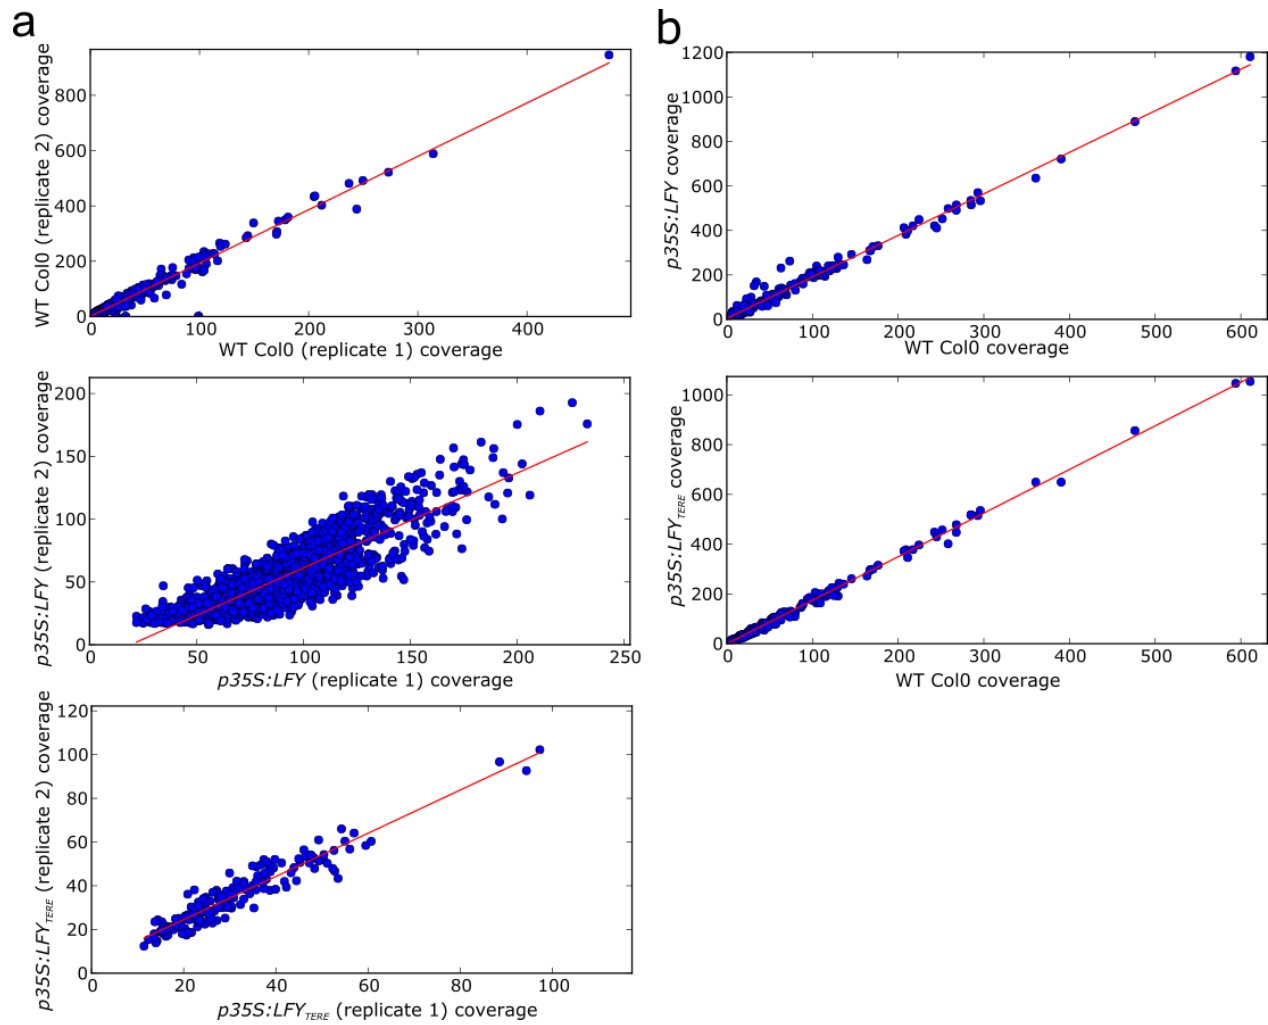

Supplementary Figure 6: ChIP-Seq normalization.

(a) Intra-genotype normalization: read coverages (in blue) and linear fit (in red) within genotypes for the background peaks (WT), the LFY bound regions (p35S:LFY) and the LFY_{TERE} bound regions (p35S:LFY_{TERE}).

(b) Inter-genotype normalization: background peaks detected in WT and present in all genotypes were used (see methods).

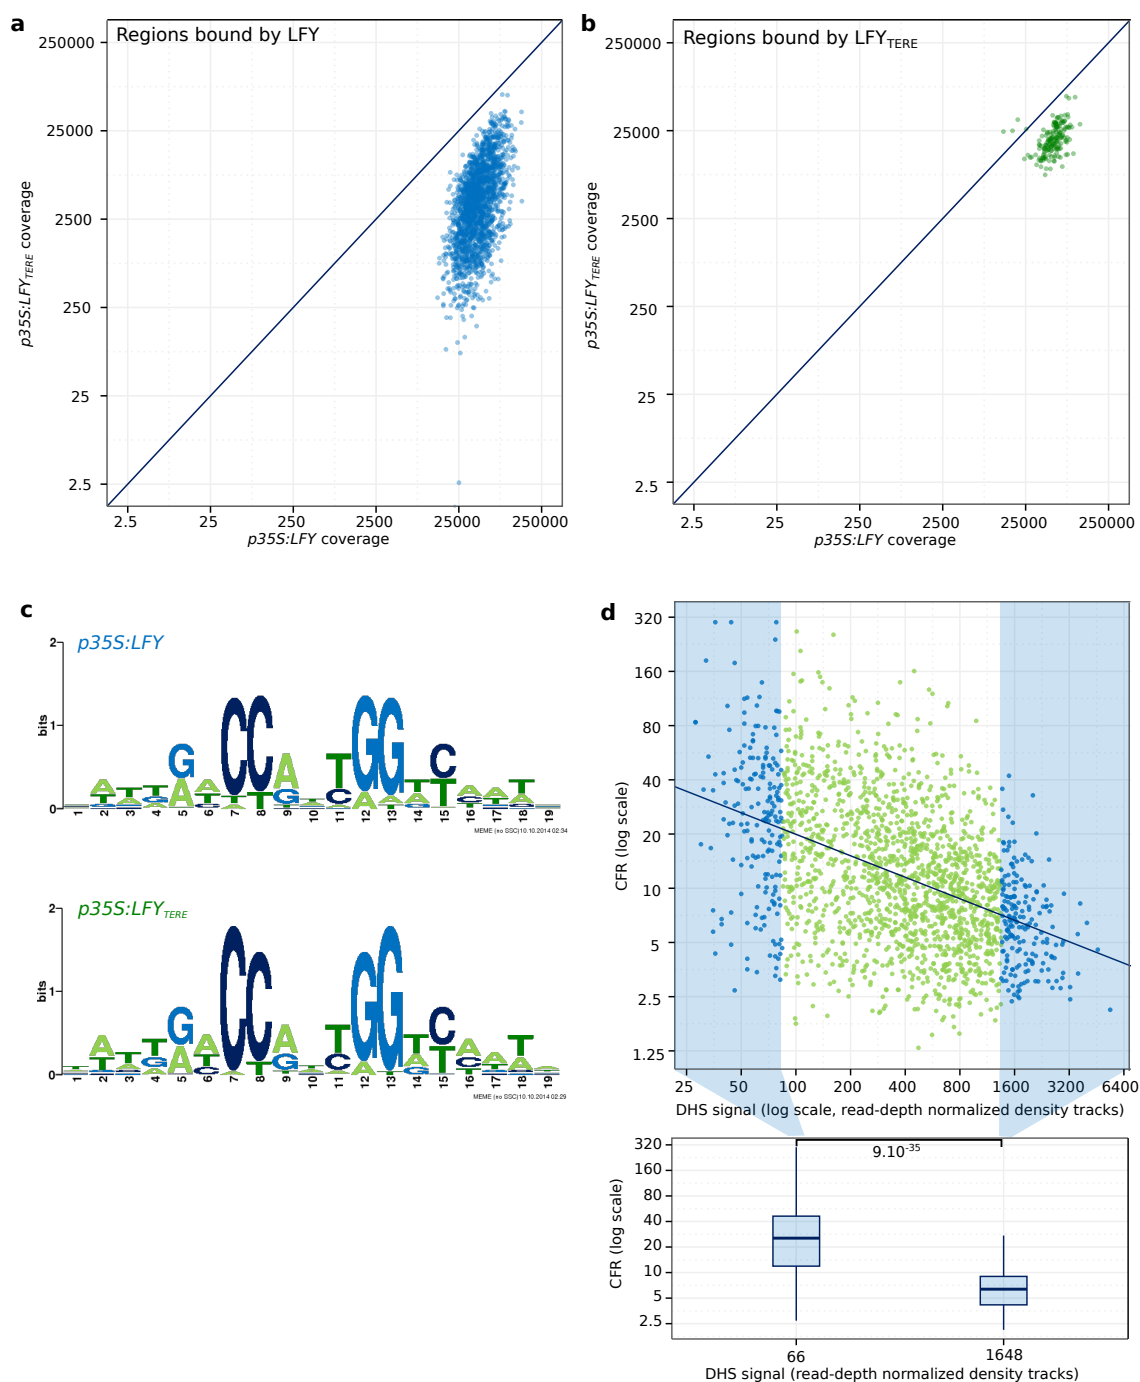

Supplementary Figure 7: Role of LFY-SAM oligomerization on the genome-wide LFY DNA binding *in planta*.

(a) Comparison of the coverages in *p35S:LFY* and *p35S:LFY_{TERE}* ChIP-Seq for the LFY-bound regions.

(b) Comparison of the coverages in *p35S:LFY* and *p35S:LFY_{TERE}* ChIP-Seq for the LFY_{TERE}-bound regions.

(c) Logos computed for overrepresented motifs identified with the MEME suite³ in LFY (top) or LFY_{TERE} (bottom) bound regions. Symmetry was imposed.

(d) Same analysis as in Fig. 6 but performed on the dataset from 7 day-old seedlings⁴. Pearson's correlation test was performed between the CFR values and the DHS signal: $r^2 = 19.80\%$, p-value = $1e-95$. Data are shown in light blue and green, and linear fit in dark blue. The p-value for Mann-Whitney rank test on the two extreme groups, from pooling the 1954 p35S:LFY-bound regions in deciles, is indicated on the bottom graph.

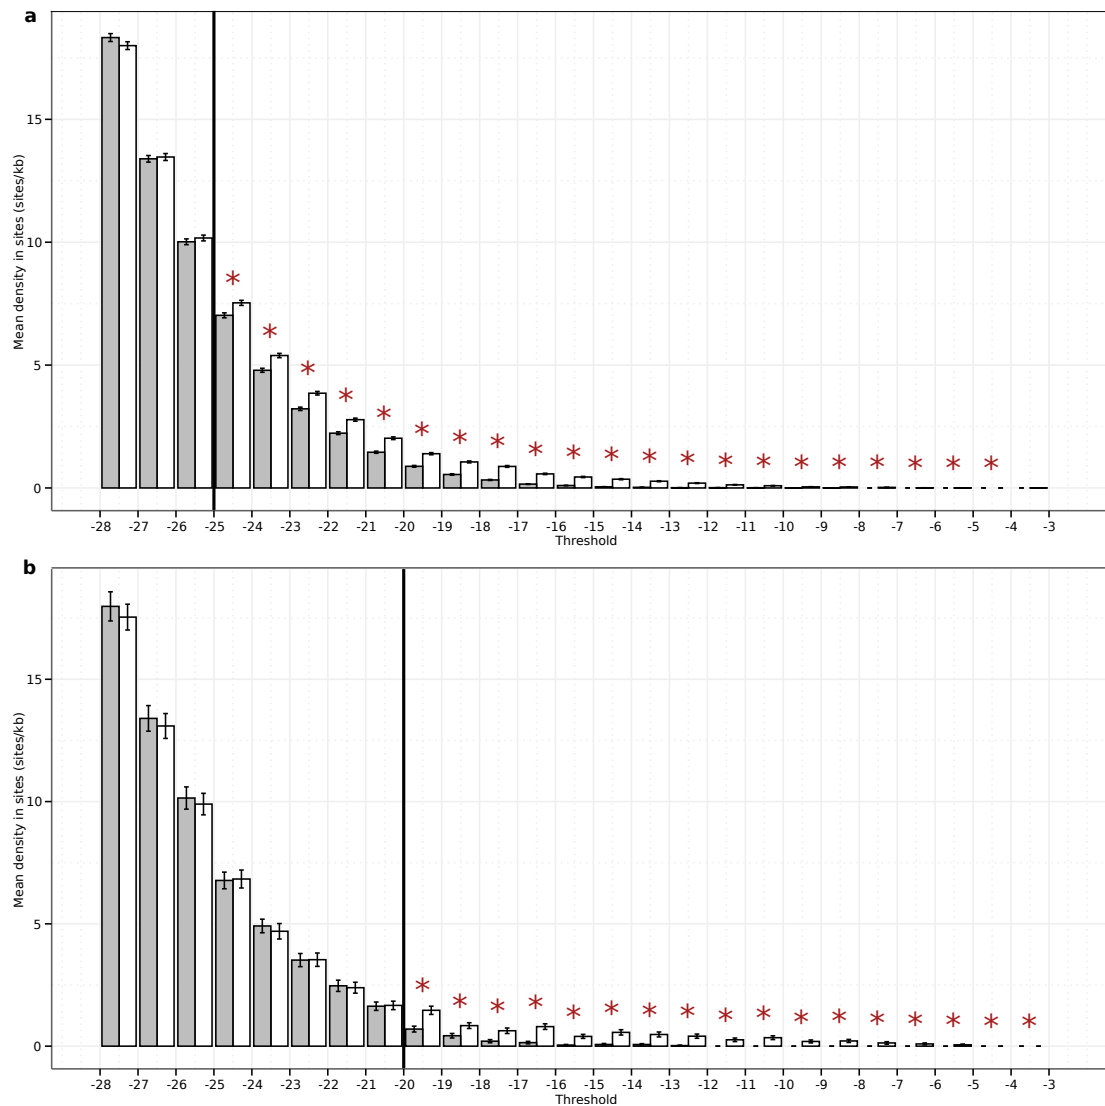

Supplementary Figure 8: Experimental determination of score threshold for the LFY DNA binding model.

(a) LFYbs densities in score windows for the bound regions in *p35S:LFY* (shown in white) and a negative control set (shown in grey). Red stars indicate a significantly higher density in the positive set as compared to the control according to Mann-Whitney rank test (p-value < 0.05). The black vertical line corresponds to the score threshold estimated by the program: -25

(b) Same as in (a) but performed on the *LFY_{TERE}*-bound regions. The score threshold is -20 in this case.

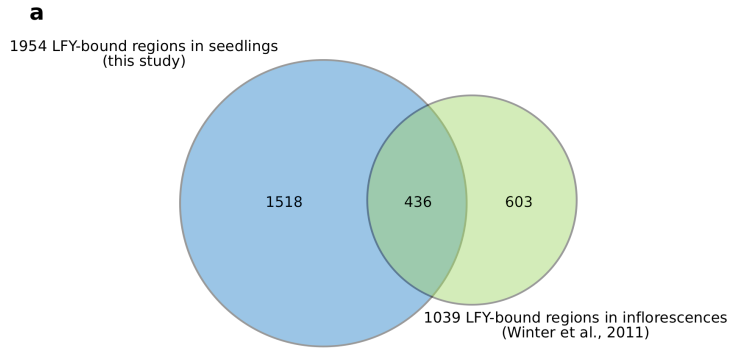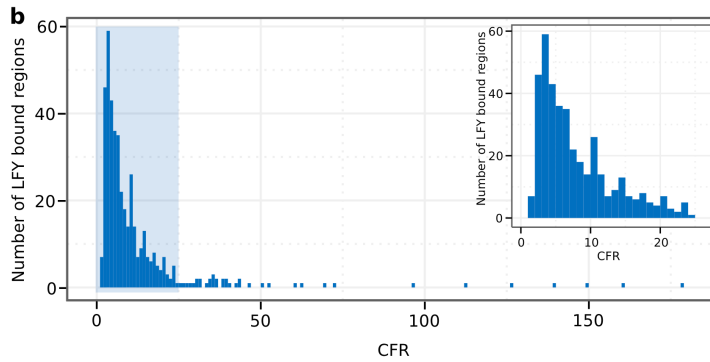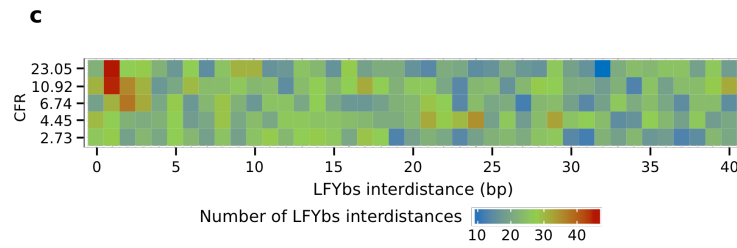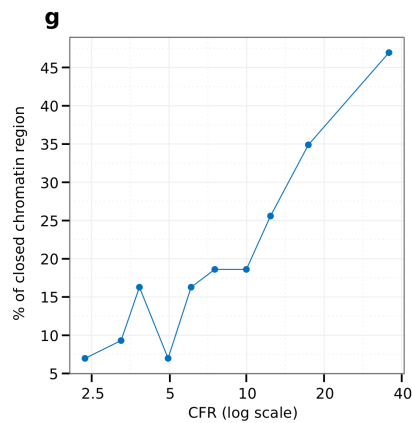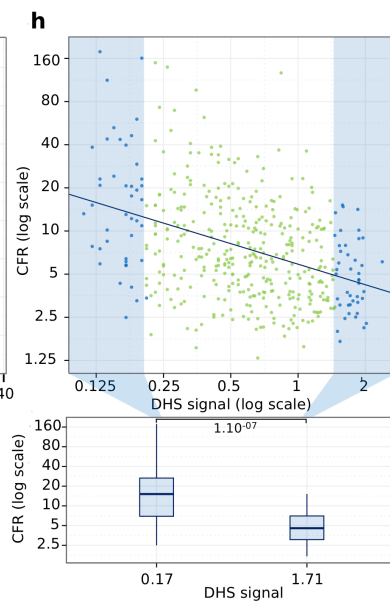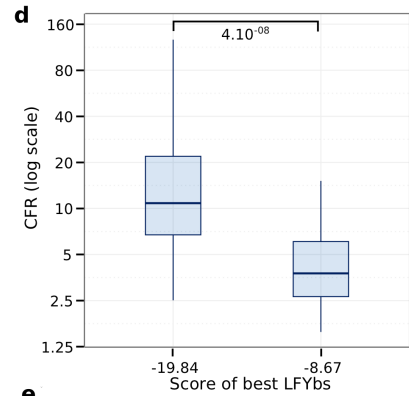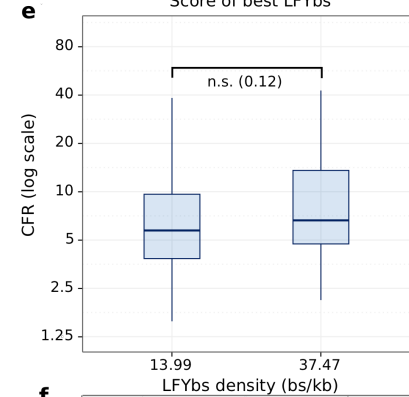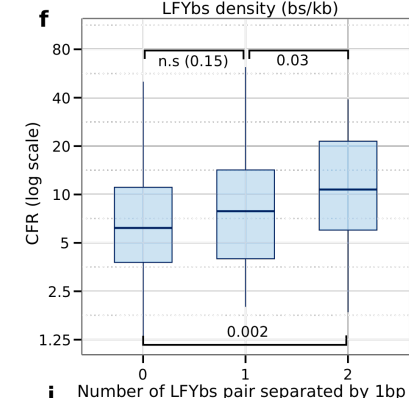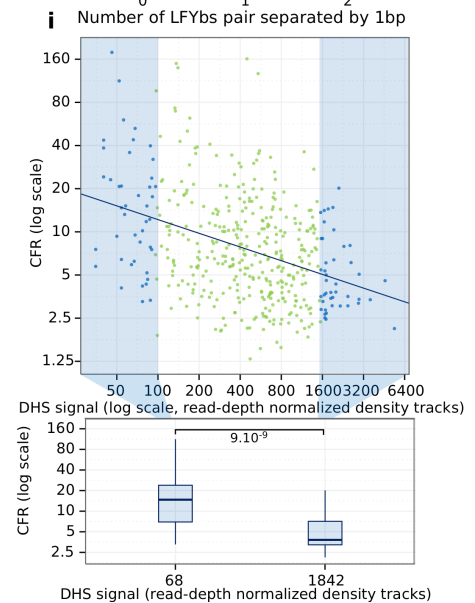

Supplementary Figure 9: Analyses of genomic regions bound by LFY both in *p35S:LFY* seedlings and wild-type inflorescences.

(a) Venn diagram showing the intersection between the 1954 regions bound in *p35S:LFY* seedlings in ChIP-Seq (this study) and 1039 bound regions in ChIP-Chip on wild-type inflorescence tissue ^{5,6}. The 436 regions found in the intersection are used in the analyses below.

(b) Histogram showing the distribution of CFR values for the 436 LFY bound regions.

(c) Heat map representing the distribution of distances between LFYbs. The 436 LFY bound regions in quintiles according to their CFR value (Y-axis shows the median CFR value for each quintile). X-axis shows the distance (in bp) separating two 19-bp LFYbs. Only distances smaller than 40 bp are shown.

(d) Boxplot showing the CFR of the LFY-bound regions with LFYbs of lowest and highest score (first and last deciles). X-axis shows the median LFYbs score value. P-value for Mann-Whitney rank test is indicated on the graph.

(e) Boxplot showing the CFR of the LFY-bound regions with lower and higher LFYbs density (first and last deciles of LFY bound regions). X-axis shows the median density value. The difference is not significant according to the P-value for Mann-Whitney rank test.

(f) Boxplot showing the CFR of regions depending on the number of LFYbs separated by 1 bp (zero, one and two pairs of LFYbs). P-values for Mann-Whitney rank test are indicated on the graph.

(g) Percentage of closed regions in deciles of the 436 LFY bound regions sorted according to their CFR.

(h) Comparison of the CFR of the 436 LFY-bound regions and the chromatin accessibility in 15-day-old seedlings (DHS signal)⁷. Pearson's correlation test was performed between the CFR and the DHS signal: $r^2 = 15\%$, $p\text{-value} = 3.e-17$. Data are shown in light blue and green and fitted values are shown in dark blue. Boxplot representing the CFR signal in the regions of highest and lowest DHS (first and last deciles, in light blue). P-value for Mann-Whitney rank test on the two extreme groups is indicated on the graph.

(i) Comparison of the CFR of the 436 LFY-bound regions and the chromatin accessibility

in 7-day-old seedlings (DHS signal)⁴. Pearson's correlation test was performed between the CFR and the DHS signal: $r^2 = 14\%$, $p\text{-value} = 1.e-15$. Data are shown in light blue and green and fitted values are shown in dark blue. Boxplot representing the CFR signal in the regions of highest and lowest DHS (first and last deciles, in light blue). P-value for Mann-Whitney rank test on the two extreme groups is indicated on the graph.

CFR: coverage fold reduction, LFYbs: LFY binding site, n.s.: non significant

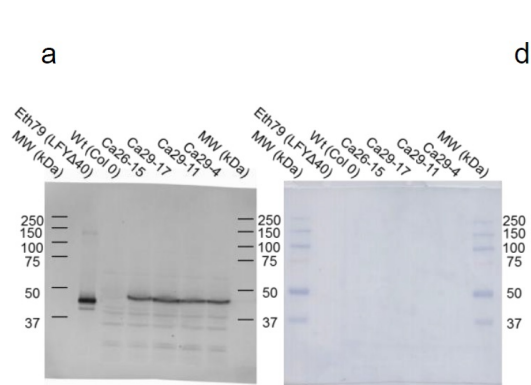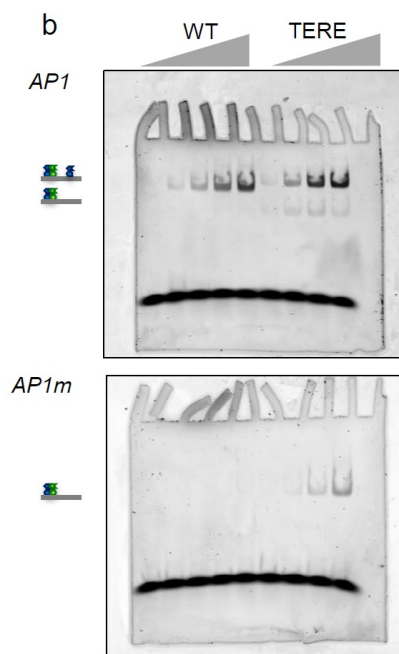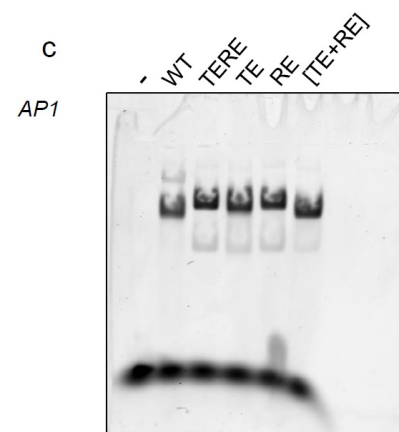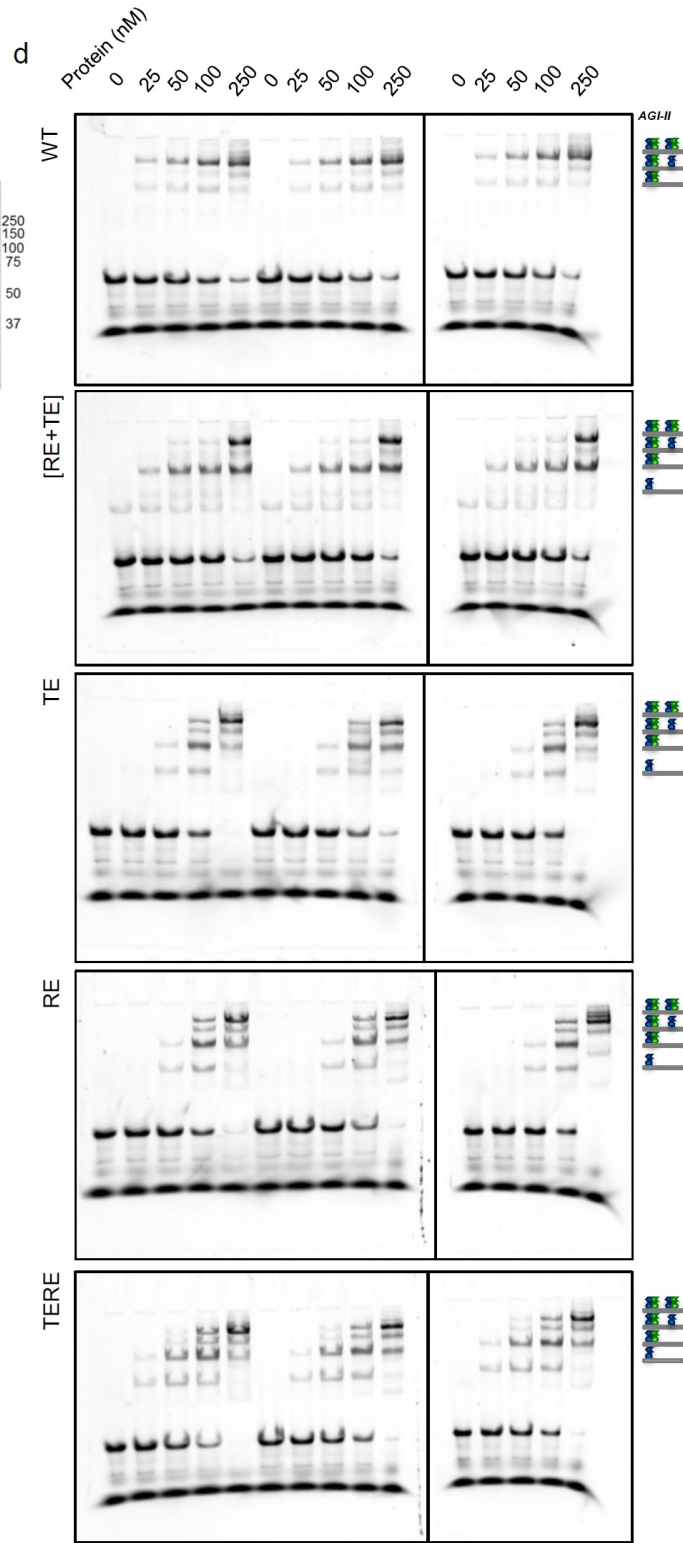

Supplementary Figure 10: Uncropped Western Blot and EMSAs.

- (a) Uncropped Western blot for LFY (left) corresponding to Supplementary Fig. 3a and scan of the blot showing the migration of protein standards (Precision plus protein standards, Bio-Rad) (right).
- (b) Uncropped EMSAs corresponding to Fig. 4a.
- (c) Uncropped EMSA corresponding to Fig. 4b.
- (d) Triplicate of uncropped EMSAs corresponding to Fig. 4e.

Supplementary Tables

Supplementary Table 1: Molecular mass determination of GbLFY-SAM (WT and mutants, at different protein concentrations) and GbLFYΔ (WT and mutants, in complex with the DNA probe *AP1*).

Protein	Concentration<br>(mg.mL ⁻¹)	Molecular mass<br>(kDa)	Number of<br>monomers
**GbLFY-SAM**	1.6	78 (+/- 2.2)	6.1
	4.7	95 (+/- 1.6)	7.4
	5.8	97.3 (+/- 2.5)	7.6
	8.4	103.3 (+/- 2.1)	8.1
**GbLFY-SAM_{TE}**	4.6	12.5 (+/- 0.2)	1.0
**GbLFY-SAM_{RE}**	4.4	12.9 (+/- 0.2)	1.0
**GbLFY-SAM_{TERE}**	4.5	13.6 (+/- 0.8)	1.1
**GbLFY-SAM_[RE+TE]**	4.7	23 (+/- 1)	1.8
**GbLFYΔ-<i>AP1</i>**	2.6	115.5 (+/- 5)	2.2
**GbLFYΔ_{TE}-<i>AP1</i>**	2.6	98 (+/- 6)	1.8
**GbLFY_[RE+TE]-<i>AP1</i>**	2.6	97.7 (+/- 4)	1.8

The molecular mass of GbLFY-SAM, GbLFY-SAM_{TE}, GbLFY-SAM_{RE}, GbLFY-SAM_{TERE}, GbLFYSAM_[RE+TE] (equimolar mixture of GbLFY-SAM_{TE} and GbLFY-SAM_{RE}), GbLFYΔ-*AP1*, GbLFYΔ_{TE}-*AP1* and GbLFYΔ_[RE+TE]-*AP1* was determined using SEC-MALLS (Fig. 2d and 4c). A volume of 50 μL was used for each protein. The protein concentration used, the measured molecular mass for each protein [+/- standard error], and the calculated number of protein molecules per complex are indicated. For determination of the molecular mass of the GbLFYΔ, GbLFYΔ_{TE} and GbLFYΔ_[RE+TE] in complex with the DNA probe *AP1*, 2.6 mg mL⁻¹ (60 μM) protein and 15 μM DNA were used. The theoretical molecular masses for a GbLFY-SAM monomer, a GbLFYΔ monomer and *AP1* DNA are 12.8 kDa, 43.5 kDa and 18.4 kDa, respectively.

Supplementary Table 2: Complementation of a *lfy-12* null mutant by LFY and LFY_{TERE} expressed under the *LFY* promoter (*pLFY*)

Genotype		Rescue level			Total
		No	Weak	Strong	
**<i>pLFY:LFY</i>**	Number of plants	1	2	8	11
	% of plants	9.1	18.2	72.7	100
	Number of siliques / plant<br>(median [max;min])	0	9.5 [8;11]	>20	
**<i>pLFY:LFY_{TERE}</i>**	Number of plants	1	13	3	17
	% of plants	5.9	76.5	17.6	100
	Number of siliques / plant<br>(median [max;min])	0	3 [0;6]	>20	

Primary transformants (T1) obtained with the *pLFY:LFY* and *pLFY:LFY_{TERE}* constructs are distributed into 3 phenotypic classes. No rescue means that T1 plants show a *lfy-12* phenotype. A weak rescue means that plants produced either only sterile flowers, or first a low number of fertile flowers (scored by the number of siliques obtained after self-fertilization) and then a high number (>20) of sterile flowers lacking petals and stamens. A strong rescue means that plants produced fertile flowers (albeit with distorted petals). The distribution in phenotypic classes was shown to be significantly different by a Mann-Whitney rank test (p-value = 0.01, 99% p-value interval confidence [0.00922 - 0.01094]).

Supplementary Table 3: List of primers used for plasmid construction

Plasmid	Protein	Primers	
		Name	Sequence
**pETH164**	GbLFYΔ	oETH1067	GGCCATGGCAAAGGAATTGAGTTCTCTA
		oETH1068	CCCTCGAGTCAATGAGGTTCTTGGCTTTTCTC
**pETH195**	GbLFY-SAM	oETH1126	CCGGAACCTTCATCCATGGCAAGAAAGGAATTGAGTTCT
		oETH1128	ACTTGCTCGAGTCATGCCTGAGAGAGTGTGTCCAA
**pETH201**	AtLFY-SAM	oETH1130	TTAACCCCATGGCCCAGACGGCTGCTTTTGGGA
		oETH1131	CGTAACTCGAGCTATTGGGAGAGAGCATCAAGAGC
**pETH94**	AtLFY	oETH1031	TTCTCGAGGAAACGCAAGTCGTCGCCGCC
		oETH1032	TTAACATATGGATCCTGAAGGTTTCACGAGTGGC

Supplementary Table 4: List of primers used for mutagenesis

Primers used for mutagenesis				
Plasmid	Protein	Matrix	Primers for mutagenesis	
		vector	Name	Sequence
**pCA21**	GbLFY Δ_{TE}	pETH164	oCA0019	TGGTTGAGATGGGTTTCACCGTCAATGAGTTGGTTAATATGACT<br>GAACAAGAG
			oCA0020	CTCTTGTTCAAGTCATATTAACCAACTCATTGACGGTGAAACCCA<br>TCTCAACCA
**pCA22**	GbLFY Δ_{RE}	pETH164	oCA0023	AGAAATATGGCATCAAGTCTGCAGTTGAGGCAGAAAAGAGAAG<br>ATTGGATGAG
			oCA0024	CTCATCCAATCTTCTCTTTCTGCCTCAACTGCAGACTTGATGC<br>CATATTTCT
**pCA39**	GbLFY Δ_{TERE}	pCA22	oCA0019	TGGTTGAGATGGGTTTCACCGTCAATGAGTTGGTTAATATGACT<br>GAACAAGAG
			oCA0020	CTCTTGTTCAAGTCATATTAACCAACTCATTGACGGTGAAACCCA<br>TCTCAACCA
**pCA23**	AtLFY $_{TE}$	pETH94	oCA0029	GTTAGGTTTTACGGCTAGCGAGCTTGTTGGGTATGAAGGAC
			oCA0030	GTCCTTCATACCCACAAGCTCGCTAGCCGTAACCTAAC
**pCA24**	AtLFY $_{RE}$	pETH94	oCA0027	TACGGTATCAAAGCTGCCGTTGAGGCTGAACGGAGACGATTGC
			oCA0028	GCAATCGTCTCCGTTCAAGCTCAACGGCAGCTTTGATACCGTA
**pCA25**	AtLFY $_{TERE}$	pCA24	oCA0031	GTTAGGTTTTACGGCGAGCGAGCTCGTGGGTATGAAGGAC
			oCA0032	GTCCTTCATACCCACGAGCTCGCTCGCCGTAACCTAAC
**pCA15**	GbLFY-SAM $_{TE}$	pETH195	oCA0019	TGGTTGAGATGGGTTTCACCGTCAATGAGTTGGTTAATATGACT<br>GAACAAGAG
			oCA0020	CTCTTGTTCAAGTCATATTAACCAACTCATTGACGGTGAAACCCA<br>TCTCAACCA
**pCA17**	GbLFY-SAM $_{RE}$	pETH195	oCA0023	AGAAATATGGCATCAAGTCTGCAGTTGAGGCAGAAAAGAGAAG<br>ATTGGATGAG
			oCA0024	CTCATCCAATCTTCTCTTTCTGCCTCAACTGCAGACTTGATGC<br>CATATTTCT
**pCA20**	GbLFY-SAM $_{TERE}$	pCA17	oCA0019	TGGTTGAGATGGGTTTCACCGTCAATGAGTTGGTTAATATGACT<br>GAACAAGAG
			oCA0020	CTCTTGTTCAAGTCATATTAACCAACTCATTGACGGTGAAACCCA<br>TCTCAACCA

Supplementary Table 5: List of buffers used for protein purification

Buffer composition for protein purification		
Buffer name	Proteins	Buffer composition
**Buffer A**	GbLFY-SAM, GbLFY-SAM _{TE} , GbLFY-SAM _{RE} , GbLFY-SAM _{TERE} , AtLFY-SAM	20 mM Tris-HCl pH 8, 1 mM TCEP
**Buffer B**	GbLFYΔ, GbLFYΔ _{TE} , GbLFYΔ _{RE} , GbLFYΔ _{TERE}	1 M NaCl, 20 mM Tris-HCl pH 8.5, 1 mM TCEP
**Buffer C**	GbLFYΔ, GbLFYΔ _{TE} , GbLFYΔ _{RE} , GbLFYΔ _{TERE} (SEC only)	0.8 M NaCl, 20 mM Tris-HCl pH 8.5, 1 mM TCEP
**Buffer D**	AtLFY, AtLFY _{TE} , AtLFY _{RE} , AtLFY _{TERE}	20 mM Tris-HCl pH 8.5, 1 mM TCEP

Supplementary Table 6: Oligonucleotides used for EMSA

Mutations are indicated in red, LFYbs in italics

Oligonucleotides used for EMSA assays		
Name	Sequence	Reference
**<i>AP1</i>**	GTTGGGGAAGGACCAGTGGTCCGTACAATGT	LFY bs1 ; ⁸
**<i>AP1m</i>**	GTTGGGGAAGGAA **AAGTAA** TCCGTACAATGT	LFY bs1 m3 ; ⁸
**<i>AP1m1</i>**	GTTGGGGAAGGAA **AAGT** GGTCCGTACAATGT	LFY bs1 m1 ; ⁸
**<i>AP1m2</i>**	GTTGGGGAAGGACCAGT **AA** TCCGTACAATGT	LFY bs1 m2 ; ⁸
**<i>AGI-II</i>**	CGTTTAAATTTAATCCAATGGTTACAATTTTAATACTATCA<br>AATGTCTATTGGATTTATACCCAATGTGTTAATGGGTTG	⁹
**<i>S-AGI</i>**	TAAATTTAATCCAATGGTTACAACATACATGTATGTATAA<br>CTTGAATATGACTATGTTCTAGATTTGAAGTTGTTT	Synthetic probe

Supplementary Table 7: Mapped reads from ChIP-Seq

Genotype<br>replicate	Mapped reads number
**Col_1**	893 004
**Col_2**	2 049 748
**<i>p35S:LFY_{TERE}_1</i>**	2 331 737
**<i>p35S:LFY_{TERE}_2</i>**	2 691 364
**<i>p35S:LFY_1</i>**	6 216 352
**<i>p35S:LFY_2</i>**	4 091 296

Supplementary Table 8: Coefficient used for ChIP-Seq normalization

Normalization step	Equation	Number<br>of<br>peaks	m	p-value	Correlation<br>coefficient<br>between<br>samples (r)
**Col intra**	$Col2 = m * Col1$	521	1.93	3e-190	0.90
**<i>p35S:LFY_{TERE} intra</i>**	$p35S:LFY_{TERE\_2} = m * p35S:LFY_{TERE\_1}$	176	0.99	1e-91	0.95
**<i>p35S:LFY intra</i>**	$p35S:LFY\_2 = m * p35S:LFY\_1$	1954	0.76	0	0.87
**<i>p35S:LFY_{TERE} vs Col</i>**	$p35S:LFY_{TERE} = m * Col$	355	1.75	0	1.00
**<i>p35S:LFY vs Col</i>**	$p35S:LFY = m * Col$	355	1.87	0	0.99

Supplementary References

1. Ashkenazy, H., Erez, E., Martz, E., Pupko, T. & Ben-Tal, N. ConSurf 2010: calculating evolutionary conservation in sequence and structure of proteins and nucleic acids. *Nucleic Acids Res.* 38, W529–33 (2010).
2. Dumas, R., Joyard, J. & Douce, R. Purification and characterization of acetohydroxyacid reductoisomerase from spinach chloroplasts. *Biochem. J.* 262, 971–6 (1989).
3. Bailey, T. L. *et al.* MEME SUITE: tools for motif discovery and searching. *Nucleic Acids Res.* 37, W202–8 (2009).
4. Sullivan, A. M. *et al.* Mapping and Dynamics of Regulatory DNA and Transcription Factor Networks in *A. thaliana*. *Cell Rep.* 8, 2015–30 (2014).
5. Winter, C. M. *et al.* LEAFY target genes reveal floral regulatory logic, cis motifs, and a link to biotic stimulus response. *Dev. Cell* 20, 430–43 (2011).
6. Heyndrickx, K. S., de Velde, J. V., Wang, C., Weigel, D. & Vandepoele, K. A Functional and Evolutionary Perspective on Transcription Factor Binding in *Arabidopsis thaliana*. *Plant Cell* 26, 3894–3910 (2014).
7. Zhang, W., Zhang, T., Wu, Y. & Jiang, J. Genome-wide identification of regulatory DNA elements and protein-binding footprints using signatures of open chromatin in *Arabidopsis*. *Plant Cell* 24, 2719–31 (2012).
8. Benlloch, R. *et al.* Integrating long-day flowering signals: a LEAFY binding site is essential for proper photoperiodic activation of APETALA1. *Plant J.* 67, 1094–102 (2011).
9. Lohmann, J. U. *et al.* A molecular link between stem cell regulation and floral patterning in *Arabidopsis*. *Cell* 105, 793–803 (2001).

How the deposited data were processed for this re-analysis (not part of the article)

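Chromatin immunoprecipitation was followed by sequencing in 15-day-old seedlings of p35S:LFY, p35S:LFYTERE and Col-0, with 2 biological replicates each. The authors mapped reads to TAIR10 (the build is named in the submitters' processing notes) and removed duplicates with SHORE, found peaks, and kept those with a false discovery rate under 1e-07 in all 4 comparisons of 2 replicates against 2 controls. Coverage was the area under the curve of reads extended by 130 bp. The authors' deposited table of each transgenic genotype gives a rank for each region, a score with no unit that orders regions within that list only. It also gives the CFR, a linear ratio of the p35S:LFY coverage to the p35S:LFYTERE coverage that the authors computed after both of their scaling steps (Supplementary Fig. 6 and Supplementary Table 8). Coverage per replicate was not used here, so the spread between replicates cannot be carried into any CFR, and intervals cover the sampling of regions only. Regions that lie close together are not independent of each other, which makes p-values over regions smaller than they should be. Depth was taken from Supplementary Table 7. A region called in only one genotype may also reflect the difference in depth.

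From the lists, medians of CFR with binomial confidence intervals, shares above fixed values with exact binomial 95% intervals, and medians over 10 CFR groups were computed. Overlap of the lists was counted at 1 bp or more and compared with 1000 random placements of the p35S:LFYTERE regions on the same chromosome (bedtools 2.31.1, shuffle, fixed seeds), with chromosome ends set by the last annotated gene or region. Rank sums, Spearman's rho and differences across classes were tested by two-sided permutation with 100000 resamples, and relations between neighbouring regions with 10000. Benjamini-Hochberg adjustment was made within each family. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used, with matplotlib 3.10.9 for the figures. Tested on simulated data, the gene list test called 0.5% of 200 unchanged lists of 20 genes and 100% of 50 lists bound 5 times as often at p under 0.05. Genes were bound independently of each other in this simulation. In the data neighbouring genes can share a region, as NAC050 and NAC052 of the NAC family do. The value of 0.5% therefore need not hold for lists with neighbouring members. The rank sum test called 7% of 100 simulated sets without a shift and 100% of sets with a shift of 1 standard deviation in 30 regions. The lists tested for CFR had 11 to 36 regions, most of them fewer than 30. With the 3 kb window, no list was bound 5 times as often as random lists. The values of 100% therefore do not give the power for smaller lists or weaker effects.

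Genes were taken from a RefSeq table of the TAIR10.1 assembly, which holds 27444 protein-coding genes on the 5 chromosomes and no strand, exons or sequence. Only names and neighbours were taken from it, and every coordinate printed is a TAIR10 coordinate of the deposited lists. As a check that both use the same positions, 56.3% of p35S:LFY region midpoints lay outside protein-coding genes, against 33.5 to 39.4% when all midpoints were moved by 5 to 50 kb in either direction. Shifts under 5 kb were not tried, so the check does not exclude a smaller offset. Gene lists (10 lists with 143 genes, of which 142 protein-coding genes were matched by locus, and 7 families matched by symbol) were fixed in advance. The planned window of 3 kb upstream to 1 kb downstream needs the strand, so 3 kb on either side was used in its place. Each list was compared with 10000 random lists matched on 10 classes of gene length, and CFR was tested for lists with 10 or more regions. The tests planned on binding site models, motif similarity, score thresholds and GC content need the genome sequence and were not run. The rule for named genes, also fixed beforehand, took AP1, AG, TFL1 and AP3, the genes of the 10 regions of highest CFR, lowest CFR and best rank in the p35S:LFY list, those of the 10 of best rank and lowest CFR in the p35S:LFYTERE list, and up to 4 genes per list with the best-ranked regions. Alternatives were the best 1000 regions by rank, the 2 regions with CFR above 300 left out, the best 88 p35S:LFYTERE regions, other definitions of overlap, the nearest gene only, a window of 1 kb, and the class with the largest overlap. The DNase hypersensitivity and inflorescence data that the paper compares with these regions were not analysed here.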

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

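The tests in this part were chosen after the regions had been seen. Among the p35S:LFYTERE-bound regions, called against Col-0, 4 that the paper does not name had the lowest CFR values of the list, and none of them overlapped a p35S:LFY region. 3 lie inside LFY on TAIR10 chromosome 5, with CFR values of 0.729 (24844292 to 24844717), 1.06 (24845243 to 24845623) and 0.654 (24846526 to 24846980). The other, in AT2G33830, had a CFR of 0.607, and no explanation was tested for it. LFY had 3 p35S:LFYTERE regions inside it, while 77 other genes had 1 each.

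For the regions in LFY, a candidate explanation is DNA of the transgene: both transgenic lines carry an LFY cDNA that Col-0 lacks, so reads from the cDNA would pile up on the exons of LFY without any binding there. The 3 regions together are 1262 bp wide, beside a coding length of 1263 bp for the 420 residues of LFY and a stop codon, and 0.08% of 10000 random sets of 3 other p35S:LFYTERE regions came as close (median 909 bp). The coding length was picked for comparison after the regions had been seen. Region bounds depend on peak calling and need not follow exons, so this closeness decides nothing about transgene DNA. Overlap with a p35S:LFY region was 0 of 3 here and 168 of 173 elsewhere (two-sided Fisher's exact test, p = 6.3e-05), but the regions were singled out for lacking that overlap, so the test decides nothing about binding at sites that both proteins share. With CFR values of 0.654 to 1.06, p35S:LFY coverage was not far from that of p35S:LFYTERE. The missing p35S:LFY call therefore does not show that coverage was absent in p35S:LFY. It cannot decide for or against transgene DNA, which both lines carry. Binding by either protein and a difference in transgene copies remain open because exon positions, reads and copy numbers were not used here.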

How the results depend on the processing

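No paired analysis was possible because each deposited list gives 1 value per region over both replicates, so the shared replicate numbers 1 and 2 enter no test. For the same reason no replicate could be left out. Over the best 1000 p35S:LFY regions by rank the median CFR was 8.02 in place of 7.40 and the share above 10 was 38.4% in place of 35.3%, both outside the binomial interval of the value over all regions. Over the best 88 p35S:LFYTERE regions the median CFR was 2.32 in place of 2.75. With the nearest gene only, 8 of 17 gene lists were bound more often than random lists, in place of 4. The cause was not tested. The share above 3, the values without the 2 regions of CFR above 300, the overlap of the lists under the other definitions (133 to 154 of 176 regions, permutation p = 0.001 each) and the location test stayed on the same side of their thresholds or within their intervals. No list with 10 or more regions (7, 3 with the nearest gene, 2 at 1 kb) had a CFR past the adjusted threshold. Among single lists under the other windows, 28 values kept their call, 5 gained one and 1 lost it. The window of 1 kb and the location test in the p35S:LFYTERE list were chosen after seeing the data. A window of 1 kb upstream was not run for lack of strand, and the alternatives for site models, site density, site pairs, score threshold, motif similarity and best sites were not run for lack of a genome sequence.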

Differences from the paper's values

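The share of p35S:LFY regions with a CFR above 10 was 35.3% in the deposited list, and the paper's value is 54%. Of the alternatives chosen in advance, the best 1000 regions by rank gave 38.4%, within 1.5 times of the paper's value but over another set of regions than the paper's. Leaving out the 2 regions with CFR above 300 gave 35.2%, which was not within 1.5 times. The medians of the 4 highest CFR deciles were 10.1, 13.0, 18.5 and 31.1, where the paper's are about 16, about 21, about 33 and about 57 in Fig. 5e, read by eye. With the best 1000 regions the first 2 of these were 11.0 and 14.3, within 1.5 times of the figure, and the others were 20.7 and 31.6, which were not. Without the 2 regions of CFR above 300 they were 10.0, 13.0, 18.5 and 30.8, and none of the 4 was within 1.5 times. The paper's text sets 2 extreme CFR values to 300, and the deposited list holds 4536 and an infinite value in their place. Fig. 5a also shows bars between the third highest deposited CFR of 169.7 and the 2 extreme values, where the deposited list has no region. The medians of the lower deciles were within 1.5 times of the figure but also below it, with 8.21 against about 12 in decile 6. The number of regions in both lists equalled the paper's. The lowest CFR was 1.32 beside the paper's 1.3, and the share above 3 was 93.6% beside 95%.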

Other observations

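Regions bound by LFY lay between genes more often than random positions. Of the 1954 p35S:LFY regions, 52.4% (exact binomial 95% interval 50.2 to 54.6) had a midpoint outside every annotated gene, against 36.2% of random positions on the same chromosomes, and 43.7% (41.4 to 45.9) lay in a protein-coding gene, against 54.1%. Of the 176 p35S:LFYTERE regions, 51.1% (43.5 to 58.7) lay between genes. CFR was somewhat higher between genes, with a median of 8.12 against 7.01 in protein-coding genes (permutation test across 3 classes, p = 2e-05). The third class, other annotated genes, had a median of 7.37, and no pair of classes was tested on its own. In the p35S:LFYTERE list the medians were 2.91 between genes, 2.59 in protein-coding genes and 3.32 in 6 regions in other annotated genes (same permutation test, p = 0.0127).

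The tests at 0.5 to 2 kb and of a constant factor were chosen after the result was seen. A hypothesis set before its test was that CFR is shared along a stretch of chromosome. It was not borne out at 2 to 10 kb: 297 neighbouring pairs of regions with such a gap had a Spearman rho of -0.0155 (permutation p = 0.788). Regions under 0.5 kb apart had related CFR values (93 pairs, rho 0.398, permutation p = 1e-04, the smallest that 10000 resamples can give, adjusted p = 0.0005 over 5 distances). The median factor between neighbours changed little with distance: 1.83 under 0.5 kb, 1.77 at 0.5 to 2 kb, 1.99 at 2 to 10 kb, 1.95 at 10 to 50 kb and 1.91 over 50 kb. The absence of a relation at 2 to 10 kb is also what coverage spilling between close regions would give. At 0.5 to 2 kb, a distance chosen after seeing the relation under 2 kb, rho was 0.178 (139 pairs, permutation p = 0.0353, adjusted p = 0.0882). Reads extended by 130 bp do not reach across such a gap, so spilling alone would give no relation there. Whether there is one cannot be decided with this number of pairs. Under 0.5 kb, spilling reads and a short-range property of the DNA cannot be told apart.

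A further hypothesis set before its test was that CFR is higher in gene-poor segments. The relation of CFR with the number of protein-coding genes within 50 kb was in that direction and small (Spearman rho -0.0756, permutation p = 0.00071), below the size of 0.1 set beforehand. From the 25% of regions with the fewest genes to the 25% with the most, median CFR was 7.90, 8.08, 7.14 and 6.90, which is not a steady fall.

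A constant factor between the deposited and the printed CFR is argued against: the ratio of the decile median read from Fig. 5e to the deposited one rose from 1.09 in the lowest decile to 1.83 in the highest, a range of 1.68-fold. Which step differed could not be tested without the coverages.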
